# STAT1 regulates immune-mediated intestinal stem cell proliferation and epithelial regeneration

**DOI:** 10.1038/s41467-024-55227-5

**Published:** 2025-01-02

**Authors:** Shuichiro Takashima, Roshan Sharma, Winston Chang, Marco Calafiore, Ya-Yuan Fu, Suze A. Jansen, Takahiro Ito, Anastasiya Egorova, Jason Kuttiyara, Viktor Arnhold, Jessica Sharrock, Endi Santosa, Ojasvi Chaudhary, Heather Geiger, Hiromi Iwasaki, Chen Liu, Joseph Sun, Nicolas Robine, Linas Mazutis, Caroline A. Lindemans, Alan M. Hanash

**Keywords:** Bone marrow transplantation, Intestinal stem cells, Interferons

## Abstract

The role of the immune system in regulating tissue stem cells remains poorly understood, as does the relationship between immune-mediated tissue damage and regeneration. Graft vs. host disease (GVHD) occurring after allogeneic bone marrow transplantation (allo-BMT) involves immune-mediated damage to the intestinal epithelium and its stem cell compartment. To assess impacts of T-cell-driven injury on distinct epithelial constituents, we have performed single cell RNA sequencing on intestinal crypts following experimental BMT. Intestinal stem cells (ISCs) from GVHD mice have exhibited global transcriptomic changes associated with a substantial Interferon-γ response and upregulation of STAT1. To determine its role in crypt function, STAT1 has been deleted within murine intestinal epithelium. Following allo-BMT, STAT1 deficiency has resulted in reduced epithelial proliferation and impaired ISC recovery. Similarly, epithelial Interferon-γ receptor deletion has also attenuated proliferation and ISC recovery post-transplant. Investigating the mechanistic basis underlying this epithelial response, ISC STAT1 expression in GVHD has been found to correlate with upregulation of ISC c-Myc. Furthermore, activated T cells have stimulated Interferon-γ-dependent epithelial regeneration in co-cultured organoids, and Interferon-γ has directly induced STAT1-dependent c-Myc expression and ISC proliferation. These findings illustrate immunologic regulation of a core tissue stem cell program after damage and support a role for Interferon-γ as a direct contributor to epithelial regeneration.

## Abstract (web summary)

The role of the immune system in tissue regeneration remains poorly understood. Here, in bone marrow transplantation and organoid culture models, T-cell-derived Interferon-γ is shown to promote STAT1-dependent intestinal stem cell c-MYC expression and epithelial regeneration.

## Introduction

Intestinal stem cells (ISCs), typically described as crypt base columnar cells expressing *Lgr5* or *Olfm4*, are critical for maintenance of the epithelial lining of the intestines^1–3^. They are accompanied within intestinal crypts by several other epithelial populations, such as secretory lineage cells possessing a range of functions including antimicrobial host defense and enterocyte lineage cells responsible for the absorptive functions of the surface epithelium^4^. Additionally, the secretory Paneth cell population is thought to provide an epithelial contribution to the stem cell niche by producing factors that impact ISC maintenance and function^5^. The ISC compartment is constitutively active, continuously proliferating to maintain the intestinal lining, even during homeostasis^6,7^.

Several mechanisms have been put forth to explain the robust capacity of the intestinal epithelium to regenerate after injury^7,8^, but little is known about the mechanisms governing regeneration in response to immune-mediated damage. Notably, in addition to inducing damage, immune responses can also contribute to the epithelial regeneration that occurs following tissue damage^9–11^. It has been proposed that helper T cell (Th) responses may have distinct contributions to this process, with Type 2 (Th2) responses being important drivers of regeneration after damage and infection, Type 3 (Th17/22) responses contributing to regeneration but also being important for limiting the extent of injury that may develop, and Type 1 (Th1) responses primarily contributing to antimicrobial immunity while also inflicting some of the tissue damage that may then be repaired by the other branches of the immune response^12–16^.

Allogeneic bone marrow transplantation (allo-BMT) is a potentially curative therapy for benign and malignant hematologic diseases as well as genetic disorders and even autoimmunity. However, this therapeutic option is limited by the risks of transplant-related toxicities such as graft vs. host disease (GVHD). In particular, acute gastrointestinal (GI) GVHD, which results from the donor immune system inflicting injury upon the transplant recipient’s GI tract, is the predominant contributor to GVHD-related morbidity and mortality^17,18^. Crypt apoptosis and regeneration are both characteristic findings of GI GVHD^18^, but the mechanisms driving this regeneration are poorly understood. ISCs and Paneth cells are both reduced in mice with GVHD^19–22^, and Interferon-γ (IFNγ) is an important driver of this stem cell compartment injury, inducing apoptosis of both the stem cells and Paneth cells^23–25^. The pathways driving crypt regeneration in GVHD are thus unclear, and it is not known if this regeneration reflects merely a compensatory reaction to the immune-mediated damage or if the pathologic immune response may also be a direct contributor to the epithelial proliferation that occurs. The purpose of this study was to characterize the behavior of the ISC compartment and neighboring epithelial crypt components in response to immune-mediated injury and to investigate the contributions of tissue-targeted immunity to epithelial regeneration in the GI tract.

## Results

### Intestinal stem cell transcriptomes are profoundly impacted by immune-mediated GI damage

In order to investigate the response of the ISC compartment to immune-mediated injury within the context of other more differentiated epithelial components, we analyzed the transcriptomes of C57BL/6 (B6) crypt epithelial cells at baseline and after BMT using single cell RNA sequencing (scRNA-seq). Total body irradiation (TBI) was administered as pre-transplant conditioning, and then allo-BMT was performed utilizing marrow and T cells from MHC-mismatched donors (B10.BR) to induce GVHD in the GI tract. Transplants were also performed using syngeneic (syn) B6 donors to generate GVHD-negative controls receiving the same pre-transplant conditioning without the subsequent alloreactive immune response. Live single cells were isolated from small intestine (SI) crypts five days after BMT to investigate early events post-transplant that may drive the subsequent pathologic and regenerative manifestations. Crypt cells were also isolated from normal B6 mice during homeostasis to serve as baseline controls. The cells were then partitioned and barcoded for scRNA-seq using the 10x Genomics Chromium platform and sequenced (Fig. 1a). 

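Ileal crypt cells were profiled with the 10x Genomics Single Cell 3′ v2 assay, which reads the 3′ ends of transcripts and marks each captured molecule with a unique molecular identifier (UMI). The experiment held 3 libraries, from naive B6 mice, from syngeneic B6-into-B6 recipients and from allogeneic B10.BR-into-B6 recipients, both transplants sampled on day 5. Each condition had 1 library, so the spread between mice was not measured and no test between conditions was made. Intervals for this experiment are 95% intervals that cover counting error only. The authors constructed the count matrices with SEQC and left out cells with more than 20% mitochondrial transcripts. Their deposited files give UMI counts per gene and cell. These were 39737798 UMIs over 3929 naive cells, 41093837 over 3627 syngeneic cells and 54635955 over 4833 allogeneic cells. The median cell held 10448, 11458 and 11247 UMIs in the same order. The paper states 11427 unique transcripts per cell, and the mean over all 13 libraries of the study was 11409 UMIs per cell, on which the values here rest. Genes seen in fewer than 16 cells were left out, and the log-transformed counts of the 4000 most variable genes were reduced to 40 principal components. Cells were clustered by the Louvain method on a Jaccard graph of 30 nearest neighbours, the graph that PhenoGraph uses. A first-pass cluster of 642 cells with a median of 507.5 UMIs was removed for its low RNA content, as the paper's Methods describe, and the remaining cells were clustered again. This kept 3705 naive, 3370 syngeneic and 4672 allogeneic cells, where the paper reports 3685, 3371 and 4670. Clusters were named "X-like" from marker genes, and these markers and all gene lists were written before the data were examined. Doublets were not removed, since the paper names no such step. The doublet caller Scrublet marked 0.31% of the naive, 1.49% of the syngeneic and 4.59% of the allogeneic cells. For each class of cells the UMIs of a library were summed, and conditions were compared by the log2 ratio of their CPM, which are UMIs scaled to a common total per library.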

Following basic pre-processing of the data, the sequenced cells were visualized using Uniform Manifold Approximation and Projection (UMAP)^26^ and clustered using PhenoGraph^27^ (see “Methods”) (Fig. 1b and Supplementary Fig. 1a; baseline shown in blue, syn-BMT in green, and allo-BMT in orange). 

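The 11747 cells fell into 22 clusters, all of which took a name. Stem cell markers such as Lgr5, Ascl2, Slc12a2 and Cdca7 led 3 ISC-like clusters. Genes of DNA replication and mitosis, among them Top2a, Mki67, Birc5 and Ube2c, led 4 progenitor-like clusters. Genes of absorption and bile acid transport such as Apoa1, Fabp6 and Slc51b led 4 enterocyte-like clusters. Among secretory cells, Muc2, Clca1 and Fcgbp marked 3 goblet-like clusters, Lyz1 and Defa24 marked 1 Paneth-like cluster, and Dclk1, Rgs13 and Alox5ap marked 1 tuft-like cluster. Another 4 clusters were enteroendocrine-like (EEC-like) and were led by hormone genes such as Gcg, Gip and Ghrl. Of the 2 immune-like clusters, T cell genes (Cd3g, Gzma, Ccl5) led the first and B cell genes (Igkc, Cd79a, Ighm) led the second. The ISC-like class held 865 naive, 974 syngeneic and 557 allogeneic cells. The numbers were 1006, 710 and 1296 for progenitor-like cells, 147, 199 and 242 for EEC-like cells and 253, 22 and 54 for immune-like cells. These counts show how much each value below rests on and are not compared between conditions, because the genes that define the clusters differed between them. The adjusted Rand index between these clusters and the cluster labels deposited for each library was 0.374 for naive, 0.337 for syngeneic and 0.304 for allogeneic cells, so the classes are rebuilt ones.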

Twenty-two clusters were identified and annotated based on published gene expression data sets (Supplementary Fig. 1b)^28–31^, thus identifying populations of ISCs, progenitors, mature enterocytes, secretory cells, and immune cells (Fig. 1b, c). Paneth cells and goblet cells initially clustered together but could be distinguished from each other following sub-clustering (Supplementary Fig. 1c, d). 

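Without sub-clustering, Paneth-like and goblet-like cells occupied different clusters. The Paneth-like cluster was led by lysozyme (Lyz1), the defensins Defa24 and Defa17, Mmp7, which processes defensins, and Itln1. It held 26 naive, 334 syngeneic and 146 allogeneic cells. Mucus and goblet cell genes such as Muc2, Tff3, Agr2, Zg16 and Spdef led the goblet-like clusters, which held 783, 457 and 754 cells. A goblet-like cluster led by Atoh1 and Dll1, genes of early secretory commitment, held 257 naive, 196 syngeneic and 11 allogeneic cells. With 26 cells, the naive Paneth-like class supports few values.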

The expression of individual genes within clustered cells was then denoised and imputed using Markov affinity-based graph imputation of cells (MAGIC)^32^.

**Fig. 1:**
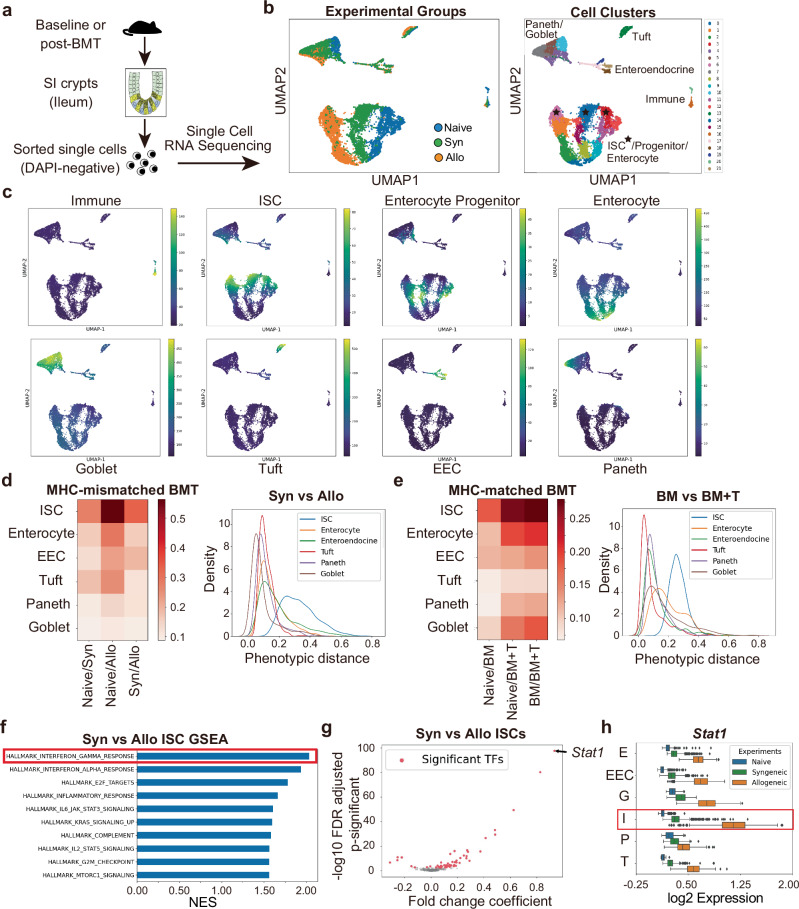
Immune-mediated GI damage impacts the transcriptome of intestinal stem cells, upregulating STAT1 in GVHD. **a–d**, **f–h** Single cell RNA sequencing (scRNA-seq) of freshly isolated ileal crypt cells from healthy B6 mice (Naive), B6-into-B6 syngeneic BMT recipients without GVHD (Syn), or B10.BR-into-B6 MHC-mismatched allogeneic BMT recipients with GVHD (Allo) 5 days after transplant. **a** Study design: Prior to scRNA-seq, BMT recipients were transplanted with both marrow and purified donor T cells following pre-transplant conditioning (TBI; 5.5 Gy x 2). **b** UMAP plots indicating the experimental conditions for sequenced cells (left) and distinct clusters with their cell type annotation (right). Star symbol indicates ISC clusters. **c** UMAP plots highlighting gene expression signatures corresponding to each cell type. **d** Phenotypic distances among epithelial populations. Heatmap shows average phenotypic distances between experimental conditions; histogram shows the distribution of phenotypic distances between non-GVHD and GVHD conditions (syn-BMT and allo-BMT) in units of log-normalized gene expression. **e** Phenotypic distances among epithelial populations from SI crypt scRNA-seq after LP-into-B6 MHC-matched (minor-antigen-mismatched) allo-BMT in units of log-normalized gene expression. Heatmap shows each population’s average phenotypic distance between homeostatic (Naive), non-GVHD T-cell-depleted transplant (BM), and GVHD-inducing BM + T cell transplant (BM + T); histogram shows the distribution of phenotypic distances between non-GVHD and GVHD transplant conditions (BM vs. BM + T). **f** GSEA comparing ISCs from syn-BMT and MHC-mismatched allo-BMT; NES: normalized enrichment score. **g** Volcano plot showing transcription factor genes differentially expressed (computed using MAST) in ISCs following syn-BMT and allo-BMT. Positive log fold change indicates increased expression after allo-BMT. **h** Expression of *Stat1* in crypt epithelial populations highlighting upregulation in ISCs after allo-BMT; gene expression imputed using MAGIC (n = 3685 Naive, 3371 Syngeneic, 4670 Allogeneic cells); E enterocytes, EEC enteroendocrine cells, G goblet cells, I ISCs, P Paneth cells, T tuft cells. The boxplots represent three quartiles, and the whiskers indicate 1.5 times the interquartile range.

In scRNA-seq UMAP projections, the distances between cells reflect the degree of transcriptional similarity between those cells, and UMAP visualization indicated relatively similar localizations of secretory clusters (Paneth/goblet cells, tuft cells, and enteroendocrine cells) from crypts isolated during homeostasis and after transplantation (Fig. 1b). In contrast, clusters representing the enterocyte lineage appeared to segregate more distinctly between experimental conditions. In particular, the positioning of ISC clusters (starred in Fig. 1b) suggested substantial transcriptional divergence, with the greatest distance appearing between ISCs isolated during homeostasis and ISCs isolated after allo-BMT. These localizations in UMAP space suggested that GVHD and its alloreactive mucosal infiltration may have an outsized impact on the transcriptomes of ISCs. 

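Of the secretory classes, tuft-like cells lay closest together in each pair of conditions, and goblet-like cells were the most separated between allogeneic mice and each of the other conditions. Between naive and syngeneic mice Paneth-like cells were, with 0.158 against 0.138 for goblet-like cells. The distance between 2 conditions was the mean cosine distance, over principal components, from each cell to its 15 nearest cells of the other condition, taken both ways. Between naive and allogeneic cells it was 0.101 for tuft-like, 0.137 for EEC-like, 0.215 for Paneth-like and 0.228 for goblet-like cells. Between syngeneic and allogeneic cells it was 0.0917, 0.114, 0.125 and 0.184 in the same order. All tuft-like cells shared a single cluster, with 149 naive, 83 syngeneic and 200 allogeneic cells. Each of the 4 EEC-like clusters, led by Ghrl, Gcg, Tac1 and Gip, held at least 23 cells of every library. Goblet-like cells divided more by condition. The cluster led by Agr2, Clca1 and Ang4 held 716 of the allogeneic cells, and the cluster led by Zg16 and Klk1 held 496 of the naive cells. In goblet-like cells, Cd74, the invariant chain that guides MHC class II molecules, had 30.6 CPM in naive, 262 CPM in syngeneic and 1370 CPM in allogeneic mice. In tuft-like cells it had 60.4, 34.2 and 229 CPM.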

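Enterocyte-like and progenitor-like cells of each condition occupied mostly their own clusters. Of the enterocyte-like cells, 1165 of 1423 allogeneic, 510 of 591 syngeneic and 449 of 476 naive cells each had a separate cluster. A single cluster led by Hist1h2ap and Top2a held 1293 of the 1296 allogeneic progenitor-like cells. The distance between naive and allogeneic cells was 0.284 for enterocyte-like and 0.477 for progenitor-like cells. Between naive and syngeneic cells the distances were 0.150 and 0.246, and between syngeneic and allogeneic cells 0.156 and 0.284. Cd74, of the MHC class II pathway, was higher in both classes after allogeneic BMT, and the antimicrobial gene Reg3b was higher in enterocyte-like cells. Cd74 had 72.3 CPM in naive, 124 CPM in syngeneic and 789 CPM in allogeneic enterocyte-like cells, and 147, 603 and 2535 CPM in progenitor-like cells. Reg3b, a secreted antibacterial lectin, had 7022 CPM in naive, 43935 CPM in syngeneic and 80536 CPM in allogeneic enterocyte-like cells. Psmb8, a subunit of the immunoproteasome that makes peptides for MHC class I, had 81.2, 138 and 390 CPM.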

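ISC-like cells of the 3 conditions were almost completely apart. Of these cells, 841 of 865 naive, 942 of 974 syngeneic and 531 of 557 allogeneic cells each fell in a cluster of their own. All 3 clusters were led by stem cell genes that they shared, such as Lgr5, Slc12a2 and Cdca7. The naive cluster was also led by Bex1 and Rgcc, the syngeneic cluster by Cd74 and the allogeneic cluster by H2-Eb1, a chain of MHC class II. The distance was largest between naive and allogeneic ISC-like cells, at 0.502. Naive and syngeneic cells were 0.239 apart, and syngeneic and allogeneic cells 0.279. Because each cluster was mostly 1 library, a difference between libraries cannot be told from a difference between conditions.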

To assess this directly, we computed phenotypic distances between the cells in each experimental condition in high-dimensional transcriptomic space, thus quantifying the transcriptional variation of distinct epithelial populations (see Methods). 

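The 15-neighbour distance of ISC-like cells exceeded that of every differentiated class in each comparison of conditions. Between naive and allogeneic mice it was 0.217 above the next class, the enterocyte-like cells. Between syngeneic and allogeneic mice it was 0.0943 above the next class, the goblet-like cells. Progenitor-like cells were the nearest to ISC-like cells. Their order against ISC-like cells depended on the setting. Between syngeneic and allogeneic mice the ISC-like distance minus the progenitor-like one was −0.0056, and it turned to 0.0041 with k = 15 neighbours, 0.0038 with 20 principal components, 0.0343 with low-RNA clusters kept and 0.0243 with classes from marker scores. Between naive and allogeneic mice it was 0.0246, and −0.036 with equal cell numbers and −0.017 after thinning to 2000 UMIs. The distance remained when listed IFNγ-induced genes were left out. When the genes of the IFNγ response, MHC and guanylate-binding protein lists were left out, such as Stat1, Cd74, H2-Aa, Gbp2 and Igtp, the ISC-like distance between syngeneic and allogeneic mice was 0.253. The margin over the next differentiated class was then 0.0801, and it was 0.165 between naive and allogeneic mice. The type I interferon list was not among those left out, induced genes on no list stayed in, and the classes were not rebuilt. The values therefore cannot show a distance free of interferon-induced genes.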

Upon comparing populations in homeostasis, syn-BMT, and allo-BMT, the ISCs consistently demonstrated the greatest phenotypic divergence (Fig. 1d and Supplementary Fig. 1e). Therefore, despite exposure to the same pre-transplant conditioning prior to allo-BMT and syn-BMT, the stem cells appeared to undergo substantial transcriptomic change after the transfer of allogeneic T cells and the subsequent dysregulated immune response.

We next sought to evaluate the impact of a less fulminant immune response on the GI tract, isolating crypt single cells for scRNA-seq after minor histocompatibility antigen (miHA)-mismatched allo-BMT (LP-into-B6). As donor T cell activation and intestinal infiltration proceed more slowly in this model^17^, the epithelium was evaluated at a slightly later timepoint to provide additional time for the allogeneic immune response to develop. Thus, in addition to normal B6 crypts in homeostasis, SI crypts were isolated ten days post-BMT, after either transplanting marrow and T cells to induce this less aggressive GVHD or transplanting negative control T-cell-depleted (TCD) marrow. Single cell transcriptomes were sequenced, annotated (Supplementary Fig. 2a–c), and subjected to phenotypic distance analysis (Fig. 1e and Supplementary Fig. 2d) as before. 

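Crypt cells of the LP-into-B6 model were profiled with the same assay in 6 libraries, 2 each from normal B6 mice, from recipients of T-cell-depleted marrow (BM) and from recipients of marrow and T cells (BM + T), both transplants sampled on day 10. The libraries taken as BM + T are labelled BM + treatment (group BMplusT0) and BM + treatment2 (group BMplusT10), and are called T0 and T10 here. They were assigned to BM + T because the paper has no other group of marrow with an addition. What T0 and T10 stand for is not explained. The library labelled BM replicate 2 carries the group label BM_3. The deposited UMI counts were 62696737 and 37386035 for B6, 27309250 and 53319277 for BM, and 95359124 (T0) and 14811653 (T10) for BM + T. They were spread over 4618, 3135, 2399, 5242, 8432 and 2561 cells. The median cell held 13935.5 and 11936 UMIs in B6, 11788 and 7753 in BM, and 11374.5 and 2951 in BM + T. Processing followed that of the MHC-mismatched model and kept 24032 cells in 32 clusters, of which 27 were named. Scrublet marked 310 cells of the T0 library and at most 15 cells of each other library, and no cells were removed for it. The libraries labelled BM replicate 2 and BM + T T10 stood apart from the rest. In the former, 72.24% of cells were immune-like, led by T cell genes such as Gzma, Lag3 and Cxcr6, against 0.72% in BM replicate 1. In the latter, 77.8% of cells were unnamed, 22.2% were immune-like, led by Ctsg and Elane, genes of neutrophil granules, and none was epithelial. ISC-like cells were found in 4 libraries, 1076 and 1032 cells in B6, 862 in BM replicate 1 and 1909 in BM + T T0. Of these, 1882 of the T0 cells formed cluster 1, and the cells of the other 3 libraries were nearly all in cluster 0. Counts of each class were summed per library and fitted with edgeR's quasi-likelihood method, with TMM scaling and Benjamini-Hochberg adjustment over 11845 genes in ISC-like cells. The 4 libraries leave 1 residual degree of freedom, which comes from the B6 pair. The BM and BM + T libraries are assumed to vary as the B6 pair does. In other classes the 2 libraries labelled BM differed more than the B6 pair. Chi-square per degree of freedom was 37.7 against 5.17 in goblet-like, 13.5 against 4.16 in EEC-like and 7.58 against 2.66 in tuft-like cells. That BM pair includes the library labelled BM replicate 2, so the assumption stays unchecked for ISC-like cells. The p-values measure only the spread between libraries, which are not stated to come from separate animals.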

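ISC-like cells had the largest distance between marrow recipients without and with T cells, 0.267. Progenitor-like cells came next, and the distance was 0.148 for goblet-like, 0.140 for enterocyte-like, 0.119 for EEC-like and 0.0876 for tuft-like cells. Between normal B6 and BM + T mice, ISC-like cells again came first, with 0.227, followed by Paneth-like cells with 0.216 and progenitor-like cells with 0.210. With 20 principal components progenitor-like cells came before ISC-like cells in both pairs, with ISC-like minus progenitor-like distances of −0.0078 and −0.0227. B6 and BM mice were closer to each other, with 0.112 for ISC-like cells, and this was less than the 0.119 between ISC-like cells of the 2 B6 libraries. For ISC-like cells these distances compare BM replicate 1 with the T0 library, since the libraries labelled BM replicate 2 and BM + T T10 had none. The margin of ISC-like cells over the next differentiated class between BM and BM + T was 0.118. With IFNγ response, MHC and GTPase genes such as Stat1, Cd74 and Igtp left out, this margin decreased to 0.0358. With classes assigned cell by cell from marker scores, which placed cells of the library labelled BM replicate 2 in the ISC-like class, the margin turned to −0.0157. Between B6 and BM + T the margin over Paneth-like cells was 0.011, and it was −0.0266 without those genes, −0.101 with 50 nearest cells, −0.0207 with low-RNA clusters kept and −0.0138 with classes from marker scores.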

Once again, despite the use of a distinct model and timepoint for analysis, the ISCs demonstrated the greatest transcriptional change in response to allo-BMT and immune-mediated damage, whether comparing populations from GVHD crypts with normal crypts (Supplementary Fig. 2d) or comparing them with crypts isolated after TCD transplants lacking GVHD (Fig. 1e).

In order to investigate the driving forces behind the profound transcriptional change occurring in GVHD, ISC genes differentially expressed following syn-BMT and MHC-mismatched allo-BMT were identified using MAST (Model-based Analysis of Single-cell Transcriptomics)^33^ (Supplementary Data 1) and evaluated by gene set enrichment analysis (GSEA). 

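In ISC-like cells, interferon-induced genes were among the most increased after allogeneic compared with syngeneic BMT, and the heat shock gene Hspa1a was among the most decreased. Of 11196 genes with at least 20 UMIs, 6820 had at least 100 UMIs in the larger sum and could be named by size. The largest increases included Iigp1, an immunity-related GTPase that acts on vacuoles of pathogens, with a log2 ratio of 5.35 (interval 4.94 to 5.83). It lies on chromosome 18 of GRCm38 from 60376027 to 60392634. The chemokine Cxcl10, which attracts T cells, had a log2 ratio of 5.13, the guanylate-binding protein Gbp2 4.40 and the stem cell antigen Ly6a 4.17. Gzma, a T cell granule protease, had 6.17, but 1 cell held 120 of its 144 allogeneic UMIs, and without that cell the ratio was 3.61. That cell also had UMIs of 12 of 14 other T cell genes. Among decreased genes, the heat shock gene Hspa1a had −4.80, the kinase gene Sgk1 −4.36 and the endothelin gene Edn1 −3.03. Hmgcs2, the first enzyme of ketone body synthesis and a product of ISCs, had −2.03. Of 16 measured genes of the dissociation stress list, 14 were lower and the median log2 ratio was −0.67, below that of every one of 10000 random lists matched for expression. In the other direction, 14 of 17 genes on a list of cell death genes tied to IFNγ were higher. Their median was 0.37, just above the random lists (−0.1169 to 0.3328). Among them were Zbp1, a sensor that triggers necroptosis, at 3.20 and Bak1 at 0.44. Lists of lipid absorption genes (10 of 18 higher, median 0.21), p53 targets (10 of 18, 0.13) and oxidative phosphorylation (24 of 45, 0.01) lay within the range of the random lists. The median log2 ratio of all genes was 0.0859, and TMM scaling would shift every allogeneic over syngeneic log2 ratio by −0.12, which turns the oxidative phosphorylation median to −0.11. The copy of Supplementary Data 1 available here held the first 1999 of its 14061 genes.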

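Genes induced by IFNγ were higher almost without exception in ISC-like cells after allogeneic compared with syngeneic BMT. Of 62 measured genes of the 70 on the IFNγ response list, 61 were higher, 46 of them by more than 1 on the log2 scale. Their median log2 ratio was 1.90, above each random list matched for expression, of which 95% had medians from −0.0059 to 0.2273. All 13 guanylate-binding proteins and immunity-related GTPases were higher (median 3.61), such as Igtp at 3.80 and Gbp6 at 3.39. So were all 7 MHC class II genes (median 1.99), with Cd74 at 1.66, H2-Eb1 at 2.11 and H2-Aa at 2.28, and all 19 genes of MHC class I presentation (median 0.86), with Psmb8 at 1.96 and B2m at 0.73. Each of the 14 measured antimicrobial genes was higher too, with a median of 1.14. Among these, Reg3b had 146 CPM in naive, 2234 CPM in syngeneic and 11657 CPM in allogeneic ISC-like cells. Reg3b and Reg3g are products of enterocytes that were also high in the other classes, so free RNA can add to their level in ISC-like cells. Syngeneic BMT without GVHD was followed by a difference of the same direction, smaller for the IFNγ response list and larger for MHC class II genes (median 2.62, 7 of 7 higher, with Cd74 at 2.62). Of 55 IFNγ response genes, 52 were higher in syngeneic than in naive ISC-like cells, with a median of 0.97. Against naive cells, the allogeneic median was 3.46, or 3.42 with the 7 genes that had no UMI in 1 of the libraries set to their bound. The 64 measured IFNγ targets that the study tabulated had a median of 1.47 between allogeneic and syngeneic cells and were all higher, but this list was chosen on the same libraries and is not independent evidence.

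**Figure D1:**
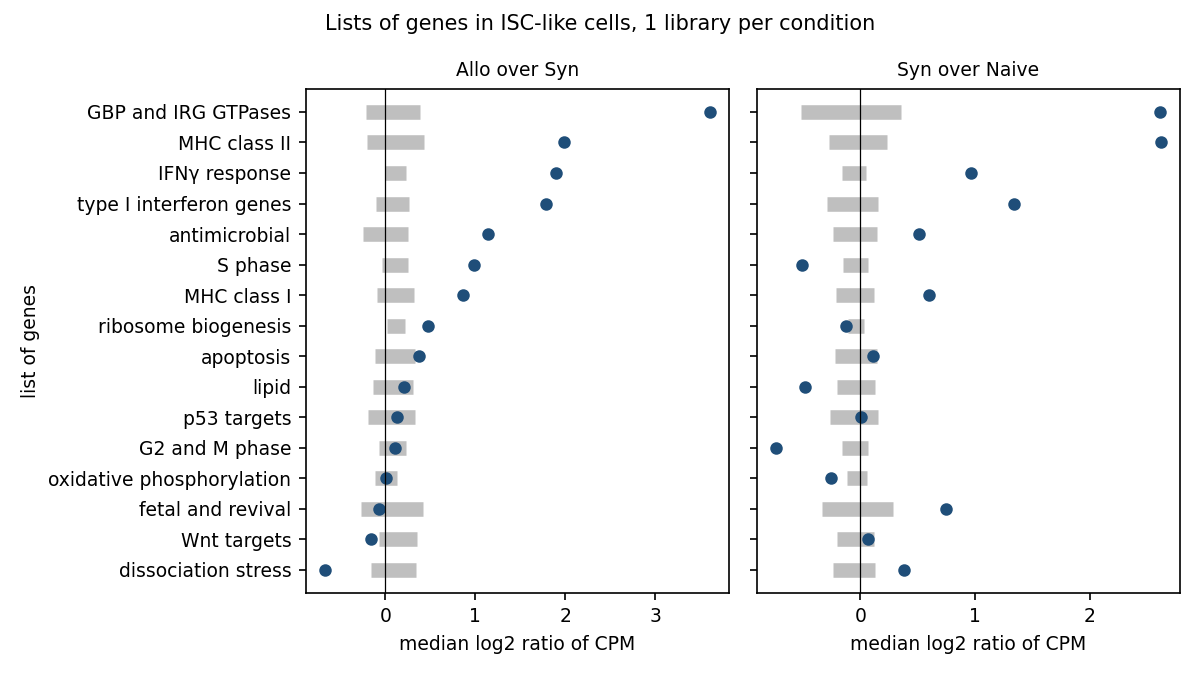
Median log2 ratio of CPM over the genes of each list in ISC-like cells, allogeneic over syngeneic (left) and syngeneic over naive (right), from 1 library per condition. Points are medians of the lists, and grey bars span the middle 95% of medians of 10000 random lists matched for expression. GTPases, MHC class II and IFNγ response genes lie far to the right of their bars in both panels, while S phase genes lie to the right on the left panel (0.99) and to the left on the right panel (−0.51).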

Comparing post-transplant ISC clusters, GSEA identified the Hallmark Interferon Gamma Response to be the pathway most highly associated with ISC transcriptomes in GVHD (Fig. 1f). Similarly, comparison of ISC clusters in the TCD and T-cell-replete miHA-mismatched datasets also identified the Hallmark Interferon Gamma Response to be the pathway most highly associated with ISC transcriptomes in this distinct model of GVHD (Supplementary Fig. 2e). 

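In ISC-like cells of this model, most genes of the IFNγ response rose with donor T cells in the main setting. As a group against other genes, the list had adjusted p = 1.6e-191 in camera with its preset correlation and 0.176 with an estimated correlation, and its median turned to −0.18 with classes from marker scores. At an adjusted p under 0.05 from edgeR with Benjamini-Hochberg adjustment, 238 genes were higher and 227 lower in BM + T than in BM mice. Of 65 genes of the IFNγ response list, 49 were among the higher ones and none among the lower ones (59 when adjusted over the list alone), and the median log2 fold change was 2.43. Iigp1 had no UMI in BM and was at least 236.5-fold higher. Cd74 had a log2 fold change of 5.04 (standard error 0.220, adjusted p = 0.000491), from 125 CPM in BM to 4125 CPM in BM + T with TMM-scaled library sizes. It lies on chromosome 18 of GRCm38 from 60803848 to 60812652. Igtp, an immunity-related GTPase, had 5.13 (standard error 0.248, adjusted p = 1.19e-09). All but 2 of the 19 measured MHC class I genes rose and none fell (19 when adjusted over the list alone), with a median of 1.39. Among them, H2-D1 had 1.91 and Psmb8 2.63. Of 17 guanylate-binding proteins and immunity-related GTPases, 12 rose (16 over the list alone), and of 8 MHC class II genes 4 rose (7 over the list alone). H2-Aa at 7.14 and H2-Ab1 at 5.53 did not pass in the main setting. Both passed in DESeq2 (7.16 and 5.54) and after thinning to 2000 UMIs (7.08 and 5.39). H2-Ab1 also passed with low-RNA clusters kept (5.38). The fold changes hardly moved, so these calls turned on the estimate of the spread, which 1 library per group cannot check. The genes that fell included Reg1, an antimicrobial lectin (−1.85, standard error 0.209, adjusted p = 0.00173), and Ace2 (−2.46, adjusted p = 0.0164). The Ace2 call was lost in DESeq2 (−2.47, adjusted p = 0.924), with 20 principal components (−1.32, 0.487), with low-RNA clusters kept (−1.21, 0.0833), and with k = 15 neighbours (−0.98) or marker scores (−2.06), also without the libraries labelled BM replicate 2 and BM + T T10 (−1.67 and −2.63). The result depends on which cells are called ISC-like. With k = 15 neighbours, which brought cells of the library labelled BM replicate 2 into the class, no gene passed in edgeR (65 had an unadjusted p under 0.05), and without the libraries labelled BM replicate 2 and BM + T T10, 556 were higher, while Reg1 had −1.38 (adjusted p = 0.0566). With classes from marker scores, which brought in cells of both of these libraries, Stat1 had −0.28 and Cd74 −0.18; without these libraries 152 genes were higher and 95 lower, and Cd74 had 4.88 (adjusted p = 0.0849). DESeq2 in the main setting called 55 higher and 35 lower.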

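By the ratio of summed counts, the 5 transcription factors with the largest increases in ISC-like cells after allogeneic BMT were all known parts of interferon responses. Of 212 measured transcription factors, 150 had at least 100 UMIs in the larger sum. Ciita, the master activator of MHC class II genes, had the largest log2 ratio of allogeneic over syngeneic cells, 2.85 (2.36 to 3.40), followed by Batf2 at 2.26. Stat1 was next with 2.09 (1.91 to 2.27), then Stat2 at 1.92 and Irf8 at 1.55. Irf1, which IFNγ induces through STAT1, had 1.30 (1.12 to 1.48). On the scale of the paper's normalization, the difference of mean log-transformed counts per cell, Irf8 had 0.911, Stat1 0.871, Cebpb 0.672, Irf1 0.489 and Ciita 0.256. The values in Supplementary Data 1 are 0.825 for Irf8, 0.933 for Stat1, 0.623 for Cebpb and 0.276 for Ciita. Stat1 lies on chromosome 1 of GRCm38 from 52119440 to 52161865, Ciita on chromosome 16 from 10480059 to 10528418 and Irf8 on chromosome 8 from 120736358 to 120756694. Transcription factors as a group had a median of 0.10, with 123 of 205 higher, and with TMM scaling the median was −0.02.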

STAT1 is a principal mediator and transcriptional target of IFNγ signal transduction^23^, and it was the ISC cluster’s most upregulated transcription factor in the setting of GVHD (Fig. 1g and Supplementary Data 1). 

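After allogeneic BMT, ISC-like cells had the highest Stat1 level of all epithelial classes, 162 CPM. The level was 121 CPM in tuft-like, 119 CPM in EEC-like, 113 CPM in progenitor-like, 91.3 CPM in goblet-like, 85.9 CPM in Paneth-like and 75.1 CPM in enterocyte-like cells. In syngeneic mice the levels were 38.1 CPM in ISC-like and 31.9 CPM in progenitor-like cells and lower in the others. Naive ISC-like cells had 11.7 CPM, below naive enterocyte-like cells at 20.9 CPM. Immune-like cells, which carry IFNγ receptors and signal through STAT1 themselves, had 376 CPM in allogeneic mice. The size of the increase in ISC-like cells relative to other classes depended on the scale. As a difference of imputed medians between allogeneic and syngeneic mice, Stat1 was higher by 0.830 in ISC-like, 0.574 in progenitor-like, 0.424 in goblet-like and 0.366 in enterocyte-like cells. As a log2 ratio of summed counts, ISC-like cells were above progenitor-like (1.83, 1.66 to 2.00), goblet-like (1.88, 1.62 to 2.15) and enterocyte-like cells (1.54, 1.33 to 1.76). EEC-like cells had a larger ratio, 2.86 (2.31 to 3.49), that rests on 29 syngeneic UMIs. Paneth-like cells had 2.20 (1.73 to 2.68) and tuft-like cells 2.16 (1.59 to 2.84). The genes of the receptor, Ifngr1 and Ifngr2, had log2 ratios of −0.75 and −0.32 in ISC-like cells, and Ifngr2 had 0.0335 after thinning to 2000 UMIs.

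**Figure D2:**
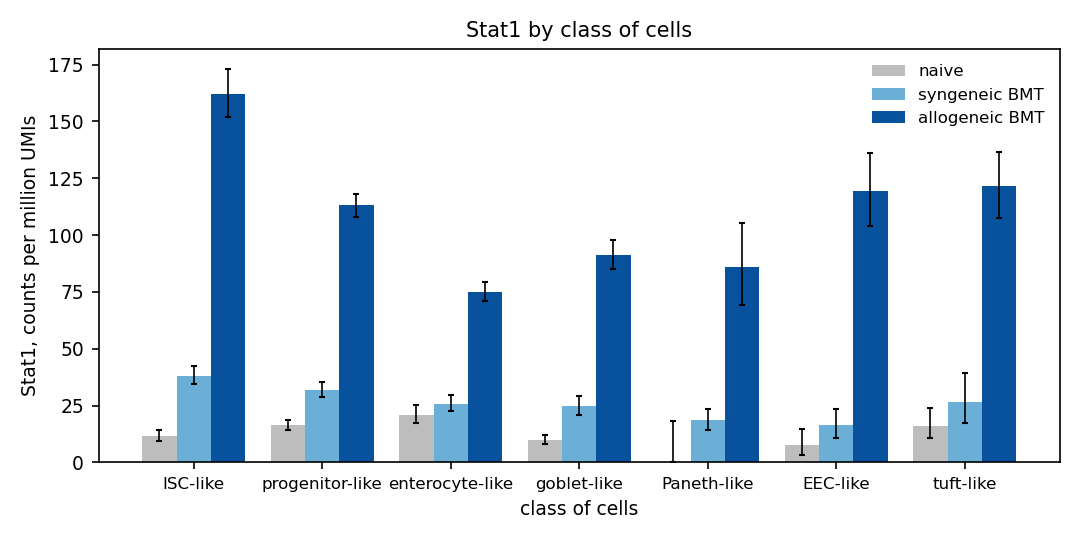
Stat1 in CPM for each class of crypt cells in naive mice and after syngeneic or allogeneic BMT, 1 library per condition. Bars are summed counts and error bars are exact 95% Poisson intervals. ISC-like cells have the tallest allogeneic bar.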

Notably, in addition to their high expression of Stat1, ISCs demonstrated the greatest Stat1 upregulation when compared with other intestinal epithelial populations after allo-BMT (Fig. 1h). Therefore, in two distinct BMT models analyzed at two distinct timepoints, ISCs demonstrated a substantial transcriptomic shift during GVHD that was highly associated with a response to the IFNγ/STAT1 axis.

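Across the 2 models, ISC-like cells shared changes in genes of antigen presentation and interferon-induced GTPases. The log2 changes of allogeneic over syngeneic and of BM + T over BM correlated across 10674 genes with Pearson's r = 0.427 and Spearman's rho = 0.261, and 60.6% of genes had the same sign. Genes are not independent replicates. Without the interferon lists r was 0.297. With k = 15 neighbours, which brought cells of the library labelled BM replicate 2 into the class, r turned to −0.260, and to −0.295 without the interferon lists. Stat1 in ISC-like cells had 17.9 and 15.3 CPM in the B6 libraries, 12.5 CPM in BM and 90.8 CPM in BM + T. This is a log2 fold change of 2.77 (standard error 0.158, adjusted p = 1.08e-08 from edgeR), and it was 0.50 with k = 15 neighbours (adjusted p = 1.00) and −0.28 with classes from marker scores (adjusted p = 1). It was 2.44 in progenitor-like cells (standard error 0.161, adjusted p = 1.57e-06; −0.34 with classes from marker scores) and 2.10 in enterocyte-like cells (standard error 0.273, adjusted p = 0.0023). The enterocyte-like call was lost with k = 15 neighbours (0.44) and classes from marker scores (0.25), and also, at similar fold changes, with 20 principal components (1.76) and thinning to 2000 UMIs (1.88). No difference of Stat1 between ISC-like cells and another class passed the adjusted threshold. In the 4 libraries with ISC-like cells, the ISC-like change was larger by 0.33 than the progenitor-like and by 0.68 than the enterocyte-like one. It was larger by 0.84 than in goblet-like, 1.10 than in EEC-like and 1.22 than in tuft-like cells. With 1 residual degree of freedom the test had little power. Irf1 rose by 1.41 on the log2 scale (standard error 0.132, adjusted p = 6.28e-06), and Ciita by 3.76 (standard error 0.317, adjusted p = 1.68e-06). Both calls were lost with k = 15 neighbours (0.54 and 1.18) and with classes from marker scores (−0.42 and 1.08). Of 220 transcription factors tested, 8 rose and 7 fell (15 and 15 over the list alone), and Stat1 had the fifth largest fold change. In goblet-like cells, where both BM libraries had cells, Stat1 had 11.7 CPM in BM replicate 1 and 71.7 CPM in the library labelled BM replicate 2, against 48.6 CPM in BM + T. The log2 fold change there was 0.16 (adjusted p = 1 from edgeR) with both and 1.94 without the library labelled BM replicate 2 (adjusted p = 0.0004), and −0.58 without BM replicate 1 (adjusted p = 0.0125). In EEC-like cells it was −0.44 (adjusted p = 1.00). From the shift of ISCs in both models and the leading place of the IFNγ response in each, the paper concludes that ISC transcriptomes change during GVHD in close association with the IFNγ/STAT1 axis.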

### Epithelial STAT1 contributes to intestinal regeneration after bone marrow transplantation

We next sought to investigate the role of STAT1 in the intestines after damage by performing transplants into recipient mice lacking STAT1 in the intestinal epithelium. *Stat1*^fl/fl^x*Villin-Cre* (*Stat1*^ΔIEC^) mice, in which STAT1 is specifically deleted from intestinal epithelial cells, and Cre-negative STAT1-intact “wild-type” (WT) *Stat1*^fl/fl^ (*Stat1*^WT^) mice were thus utilized as transplant recipients for either syngeneic (B6-into-B6) or MHC-mismatched allogeneic (B10.BR-into-B6) BMT. Recipients were monitored post-transplant for their systemic responses, including weight loss and survival. Syn-BMT challenged both STAT1-intact and STAT1-deficient recipients with the same pre-transplant TBI conditioning and overall experimental procedures, while allo-BMT also introduced immune-mediated intestinal injury due to GVHD (Fig. 2a). Unexpectedly, in the presence of this immune-mediated damage, depletion of STAT1 from recipient intestinal epithelium failed to improve overall outcomes after allo-BMT, and STAT1-deficient recipients demonstrated more rapid mortality and greater weight loss (Fig. 2b, c).

**Fig. 2:**
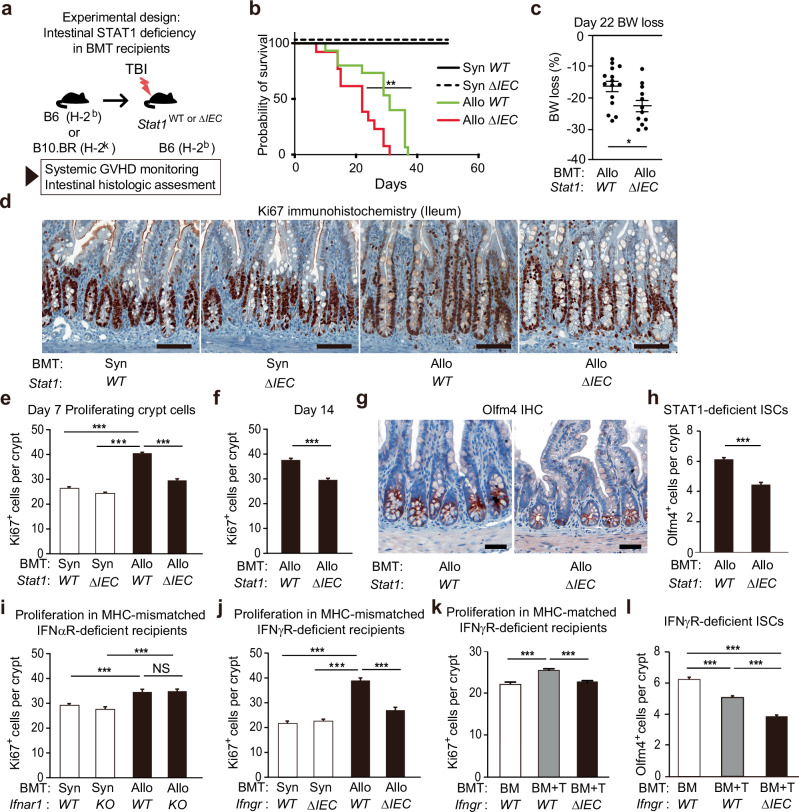
Intestinal deficiency of STAT1 or IFNγR both reduce epithelial proliferation post-transplant. **a–h** Allogeneic B10.BR-into-B6 (Allo) or syngeneic B6-into-B6 (Syn) BMT using *Stat1*^fl/fl^x*Villin*-*Cre* (*Stat1*^ΔIEC^) or Cre-negative *Stat1*^fl/fl^ (*Stat1*^WT^) littermate controls. **a** Experimental design. **b** Survival curves; n = 3 Syn *Stat1*^WT^, 3 Syn *Stat1*^ΔIEC^, 15 Allo *Stat1*^WT^, 13 Allo *Stat1*^ΔIEC^ mice; Log-rank-test (Allo *Stat1*^WT^ vs Allo *Stat1*^ΔIEC^, *p* = 0.0034). **c** Body weight loss; n = 15 *Stat1*^WT^, 12 *Stat1*^ΔIEC^ mice (*p* = 0.0179). **d-e** Representative staining (**d**) and quantification (**e**) of Ki67^+^ crypt cells, day 7 post-BMT (n = 168 Syn *Stat1*^WT^, 178 Syn *Stat1*^ΔIEC^, 426 Allo *Stat1*^WT^, 528 Allo *Stat1*^ΔIEC^ crypts). **f** Ki67^+^ crypt cells 14 days post-BMT (n = 253 Allo *Stat1*^WT^, 408 Allo *Stat1*^ΔIEC^ crypts). Representative staining (**g**) and quantification (**h**) of crypt Olfm4^+^ cells 14 days post-BMT (n = 388 Allo *Stat1*^WT^, 703 Allo *Stat1*^ΔIEC^ crypts; scale bars = 50μm). **i** Analysis of crypt Ki67 immunohistochemistry after B10.BR-into-B6 or B6-into-B6 BMT using IFNαR-intact (WT) or IFNαR^–/–^ knockout (KO) recipients (n = 98 Syn *IFNαR*^WT^, 86 Syn *IFNαR*^KO^, 83 Allo *IFNαR*^WT^, 61 Allo *IFNαR*^KO^ crypts; Allo *Ifnar1*^WT^ vs Allo *Ifnar1*^ΔIEC^, *p* = 0.9835). **j–l** Analyses after BMT into *Ifngr*^fl/fl^x*Villin*-*Cre* (*IFNγR*^ΔEC^) recipients or Cre-negative *IFNγ*R^fl/fl^ (*IFNγR*^WT^) littermate controls. **j** Analysis of crypt Ki67 immunohistochemistry after B10.BR-into-B6 or B6-into-B6 BMT (n = 175 Syn *IFNγR*^WT^, 106 Syn *IFNγR*^ΔIEC^, 195 Allo *IFNγR*^WT^, 318 Allo *IFNγR*^ΔIEC^ crypts). Frequencies of crypt Ki67^+^ cells (**k**; n = 248 BM *IFNγR*^WT^, 351 BM + T *IFNγR*^WT^, 361 BM + T *IFNγR*^ΔIEC^ crypts) and frequencies of crypt Olfm4^+^ cells (**l**; n = 585 BM *IFNγR*^WT^, 978 BM + T *IFNγR*^WT^, 1053 BM + T *IFNγR*^ΔIEC^ crypts) 10 days after LP-into-B6 BMT with either donor marrow alone (BM) or marrow and T cells (BM + T). Panels (**b**, **c**, **e**, **f**, **h**, **k**, **l**) are combined from two independent experiments; (**d**, **g**, **j**) are representative of two independent experiments. Graphs indicate mean and s.e.m.; comparisons performed with two-tailed t tests (two groups) or one-way ANOVA multiple comparison testing (multiple groups); * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. The exact p values are *p* < 0.001 unless specified otherwise.

Exploring the role of epithelial STAT1 at the tissue level, *Stat1*^ΔIEC^ and *Stat1*^WT^ mice were examined histologically in the ileum after syngeneic and allogeneic BMT, and we observed a difference in the proliferative state of STAT1-deficient epithelium in GVHD. In the absence of alloreactive immune-mediated damage, both STAT1-deficient and STAT1-intact mice appeared histologically similar seven days after syn-BMT (Fig. 2d). This was consistent with their uniform survival following syngeneic transplantation (Fig. 2b). In the setting of GVHD after allo-BMT, STAT1-intact *Stat1*^WT^ mice demonstrated an augmented regenerative response with increased Ki67^+^ cells per crypt compared to the same *Stat1*^WT^ mice after syn-BMT (Fig. 2d, e). However, intestinal STAT1-deficient mice demonstrated a reduced regenerative response with fewer Ki67^+^ cells per crypt than the STAT1-intact recipients after allo-BMT (Fig. 2d, e). This reduction in Ki67 was still evident seven days later on day 14 post-BMT (Fig. 2f). Early after allo-BMT (day 7), there was a transient preservation of ISC frequencies in STAT1-deficient recipients (Supplementary Fig. 3), but by day 14 post-BMT, there were fewer crypt base Olfm4^+^ ISCs in intestinal STAT1-deficient mice (Fig. 2g h). These findings thus indicated that intestinal STAT1 deficiency led to more rapid mortality after allo-BMT, reduced proliferation within the intestinal crypt epithelium, and ultimately attenuated ISC recovery.

As noted above, GSEA comparing ISC gene expression profiles after allo-BMT and syn-BMT identified the IFNγ response to be the pathway most associated with ISCs in GVHD. While this is consistent with the upregulation of *Stat1* observed in ISCs in GVHD (Fig. 1g, h), as *Stat1* itself is a target of IFNγ signaling, IFNγ is not the only cytokine that signals through STAT1. Additionally, GSEA comparing ISC clusters after allo-BMT and syn-BMT also identified the Hallmark Interferon Alpha Response as a potentially enriched pathway in GVHD (Fig. 1f), although there was limited evidence for upregulation of unique IFNα gene targets within this gene set (Supplementary Fig. 1f), suggesting that the identification of the IFNα pathway may have been driven by the IFNγ-associated genes included in the IFNα Hallmark gene set. 

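Genes of the type I interferon response were higher in ISC-like cells after allogeneic BMT, along with the IFNγ-induced genes. All 30 measured members of a list of 35 antiviral genes were higher than after syngeneic BMT, 25 of them by more than 1 on the log2 scale, with a median of 1.78. Isg15, a ubiquitin-like antiviral protein, had 2.97 CPM in naive, 14.7 CPM in syngeneic and 106 CPM in allogeneic ISC-like cells, a log2 ratio of 2.84. Bst2, which tethers viruses to the cell surface, had 1.60, Oasl2 1.82 and the kinase gene Eif2ak2 0.68. Between syngeneic and naive cells, 23 of 24 genes were higher, with a median of 1.34. Many of these genes also respond to IFNγ, so the list does not separate the cytokines. In the LP-into-B6 model, 4 of 29 type I interferon genes rose in BM + T over BM and none fell at an adjusted p under 0.05 from edgeR with Benjamini-Hochberg adjustment (19 rose when adjusted over the list alone). Their median was 1.72, and camera gave adjusted p = 0.479 with an estimated correlation. Bst2 rose there by 1.71 (adjusted p = 2.19e-07), but it had 0.12 with k = 15 neighbours (adjusted p = 1.00) and −0.59 with classes from marker scores (adjusted p = 1).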

To investigate experimentally if IFNα responses could be associated with the differences in epithelial proliferation observed in intestinal STAT1-deficient mice in GVHD, we performed syn-BMT and allo-BMT into WT and IFNα receptor (IFNαR)-deficient recipients. However, there were no changes in epithelial proliferation due to IFNαR deficiency after syn-BMT or allo-BMT (Fig. 2i), suggesting that Type 1 IFNs were not responsible for the epithelial regeneration associated with STAT1 post-BMT.

To examine the role of the IFNγ pathway, BMT was performed into recipients lacking the IFNγ receptor (IFNγR) (Fig. 2j). Similar to IFNαR deficiency in the setting of syn-BMT, there was no difference in crypt epithelial proliferation between IFNγR-floxed recipients with intact IFNγR signaling (*IFNγR*^WT^) and IFNγR-deficient *Ifngr*^fl/fl^x*Villin-Cre* (*IFNγR*^ΔIEC^) recipients after syn-BMT. In contrast, while allo-BMT was again associated with increased crypt proliferation in WT recipients, *IFNγR*^ΔIEC^ recipients lacking IFNγR expression in the intestinal epithelium demonstrated a reduced proliferative epithelial response with fewer Ki67^+^ cells per crypt than IFNγR-intact recipients. Reduced epithelial proliferation was also observed in *IFNγR*^ΔIEC^ recipients following miHA-mismatched (MHC matched) BMT in the LP-into-B6 GVHD model (Fig. 2k). Furthermore, loss of Olfm4^+^ ISCs in GVHD was more severe in these *IFNγR*^ΔIEC^ recipients lacking IFNγR expression in the intestinal epithelium than it was in WT control BMT recipients (Fig. 2l). Therefore, STAT1 deficiency and IFNγR deficiency were both associated with reductions in the proliferative response of the intestinal epithelium in GVHD, which correlated with more severe reductions in crypt base ISCs.

### T cell-derived IFNγ stimulates STAT1-dependent epithelial proliferation

Given the IFNγ-associated *Stat1* response occurring in ISCs after allo-BMT (Fig. 1), the reduced epithelial proliferation present in STAT1-deficient and IFNγR-deficient BMT recipients (Fig. 2), and the known expression of IFNγ within the GI tract early post-transplant^23,24^, we hypothesized that the IFNγ/STAT1 axis may contribute to regeneration of intestinal epithelial cells after BMT. Thus, we next examined the role of the IFNγ/STAT1 axis in epithelial regeneration more directly using an ex vivo intestinal organoid culture model. While co-culture with allogeneic T cells results in an IFNγ-dependent reduction in viable SI organoids, T cell co-culture also augmented the size of the surviving organoids, also in an IFNγ-dependent manner (Fig. 3a). Organoid size assessment can serve as a surrogate marker for epithelial proliferation^10^, and human T cells also increased the sizes of genetically disparate human duodenal organoids, and anti-IFNγ treatment suppressed this increase in size as well (Fig. 3b and Supplementary Fig. 4a). We next examined the effects of IFNγ directly by supplementing cultures with recombinant IFNγ. Organoids that survived after IFNγ exposure exhibited significantly increased size as well as upregulation of the cell cycle regulator *Ccnd1* (Fig. 3c, d).

**Fig. 3:**
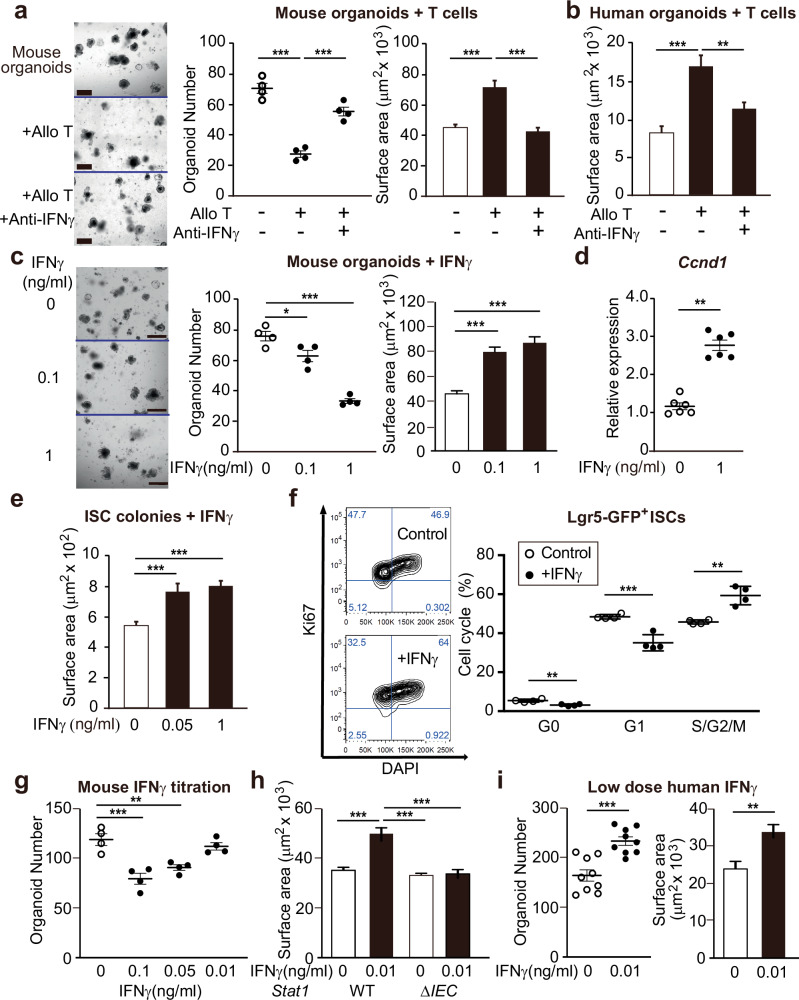
T-cell-derived IFNγ induces STAT1-dependent epithelial regeneration. **a** Representative images and quantification of B6 SI organoids co-cultured with allogeneic BALB/c T cells ± anti-IFNγ neutralizing antibodies; culture day 7; frequency: n = 4 wells/group; size: n = 152 (control), 64 ( + T cells), 114 ( + anti-IFNγ) organoids/group; scale bars = 500 μm. **b** Size of human SI organoids cultured 1:1 with human allogeneic T cells (500 single cells with 500 T cells) ± anti-IFNγ neutralizing antibodies; culture day 7; n = 75 (control), 107 ( + T cells), 99 ( + anti-IFNγ) organoids/group (T cells vs anti-IFNγ, *p* = 0.0011). **c** Representative images and quantification of SI organoids ± rmIFNγ for 7 days; n = 139 (0 ng/ml), 76 (0.1 ng/ml), 44 (1 ng/ml) organoids/group; scale bars = 500 μm (0 ng/ml vs 0.1 ng/ml, *p* = 0.0292). **d** *Ccnd1* qPCR of mouse SI organoids ± rmIFNγ for 24 h; n = 6 wells/group; two-tailed Mann–Whitney analysis (*p* = 0.0022). **e** Size of SI ISC colonies ± rmIFNγ for 3 days; n = 69 (0 ng/ml), 31 (0.1 ng/ml), 73 (1 ng/ml) colonies/group. **f** Cell-cycle analysis of Lgr5-GFP^high^ cells in SI organoids ± rmIFNγ (0.1 ng/ml) for 24 h; n = 4 wells/group (Control vs rmIFNγ, *p* = 0.0030 for G0; *p* = 0.0014 for S/G2/M). **g** Number of SI organoids +/- decreasing concentrations of IFNγ (culture day 5, n = 4 wells/group; 0 ng/ml vs 0.05 ng/ml, *p* = 0.0053). **h** Size of *Stat1*^WT^ or *Stat1*^ΔIEC^ B6 SI organoids ± “low dose” IFNγ [culture day 5; n = 132 (*Stat1*^WT^), 110 (WT + IFNγ), 112 (*Stat1*^ΔIEC^), 95 (ΔIEC + IFNγ) organoids/group]. **i** Quantification of human duodenal organoids +/- “low dose” IFNγ; culture day 7; frequency: n = 9 wells/group; size: n = 100 (0 ng/ml), 144 (0.01 ng/ml) organoids/group, *p* = 0.0011. Graphs indicate mean and s.e.m.; comparisons performed with two-tailed t tests (two groups) or one-way ANOVA multiple comparison testing (multiple groups), unless stated otherwise; ** *p* < 0.01, *** *p* < 0.001. The exact *p* values are *p* < 0.001 unless specified otherwise. Data are representative of five (**a**), two (**b**–**e**, **g**–**i**), or three (**f**) independent **e**xper**i**ments.

To investigate the proliferative effects of IFNγ on ISCs specifically, we used a niche-independent ISC culture model^34^ composed nearly entirely of symmetrically dividing Lgr5^+^ cells (Supplementary Fig. 4b, c). Despite the robust environment already present in the stem cell cultures due to enhanced Wnt and Notch signaling, addition of IFNγ further increased the growth of these ISC colonies (Fig. 3e and Supplementary Fig. 4d). Confirming the effects on epithelial proliferation indicated by *Ccnd1* expression and organoid and ISC colony size measurements, flow-cytometry-based cell cycle analysis of Lgr5-GFP^+^ ISCs grown in standard EGF/Noggin/R-spondin-1-based intestinal organoid cultures from Lgr5-GFP mice demonstrated augmentation of ISC cell cycle progression to S/G2/M after IFNγ treatment (Fig. 3f and Supplementary Fig. 5).

While IFNγ increased proliferation in intestinal organoids, it remained possible that this was a secondary response to IFNγ-mediated injury, rather than a direct induction of epithelial proliferation. To examine if this proliferative response was injury-dependent, we titrated down the concentration of IFNγ to identify non-toxic levels that did not reduce organoid frequencies. Decreasing the IFNγ concentration to 0.01 ng/ml left organoid numbers largely intact, and organoids survived throughout the culture period (5 days) at a similar proportion to those grown in standard conditions without IFNγ (Fig. 3g). Despite the reduction in toxicity, exposure to low-dose IFNγ continued to augment organoid size, and it did so in a STAT1-dependent manner (Fig. 3h). Human duodenal organoids also continued to demonstrate an increase in size in response to the lower concentration of IFNγ, and this growth augmentation also extended to organoid frequency, with increased numbers of viable human organoids growing in the presence of low-dose IFNγ (Fig. 3i and Supplementary Fig. 4e). In total, these results indicated that T cells can promote epithelial regeneration via the IFNγ/STAT1 axis, which directly enhanced cycling of ISCs in ex vivo cultures.

### Stem cell Myc expression increases in response to immune-mediated GI damage

We next investigated how IFNγ signaling through tissue STAT1 could regulate epithelial regeneration. To gain a transcriptome-wide perspective, ISC clusters from scRNA-seq were interrogated to identify genes correlating with expression of *Stat1* post-transplant (see Methods, Supplementary Data 2). 

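Interferon-induced genes tracked Stat1 across ISC-like cells in both transplanted groups. Correlations with imputed Stat1 were computed over cells for 11377 genes within each library, with MAGIC at t = 3. The median r of the IFNγ response list was 0.829 in allogeneic and 0.760 in syngeneic cells, where that of all genes was 0.141 and 0.110. Irf1, a direct target of STAT1, had 0.823 and 0.836. Genes whose r was larger in allogeneic cells included Wnt targets and the stem cell markers Lgr5 and Olfm4. Lgr5 had 0.502 against 0.229 and Axin2, a feedback inhibitor of Wnt signalling, 0.457 against 0.156. Ccnd1, the gene of cyclin D1, had 0.360 against 0.431. Cells of 1 library are not independent replicates, so no p is given. The copy of Supplementary Data 2 available here held the first 1999 of its 14059 genes.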

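Genes of ribosome biogenesis that Myc regulates correlated more with Stat1 in allogeneic than in syngeneic ISC-like cells. Of 82 such genes, among them nucleolar factors such as Nop56 and Nop58, 71 had the larger r in allogeneic cells. Their median r was 0.420 against 0.257, and the median difference of 0.153 was above that of 99.86% of matched random lists. The Myc targets that the study tabulated, a list held in part and chosen on these libraries, had a median difference of 0.116, with 41 of 49 genes larger, which is not independent evidence. This difference lay inside the range of matched random lists, 0.0326 to 0.1459. Myc itself had r = 0.714 in allogeneic and 0.613 in syngeneic cells. Canonical Wnt targets had a larger difference, 0.322 (15 of 17 genes), above all random lists. The S phase and G2/M lists differed by −0.0078 and 0.0097. The size of the difference depended on imputation and its direction on which cells formed the ISC-like class. The median difference of the ribosome biogenesis list was 0.0195 without imputation, 0.0478 with a mitochondrial limit of 10%, 0.0892 with 20 principal components, −0.0853 with k = 15 neighbours, −0.232 with low-RNA clusters kept and −0.0659 with classes from marker scores.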

GSEA pathway analysis of genes correlating more closely with ISC *Stat1* expression after allo-BMT than after syn-BMT highlighted activation of the Myc (c-Myc) pathway in GVHD (Fig. 4a). While there is limited understanding of its physiologic function in normal/healthy adult intestines, Myc has been proposed to be a key downstream target of Wnt signaling in the ISC compartment, regulating epithelial proliferation and differentiation^35–37^, and a contributor to ISC recovery from radiation injury^38–40^. However, the role of epithelial Myc in response to immune-mediated GI damage is unknown. Evaluation of Myc expression by scRNA-seq within distinct epithelial clusters indicated greater Myc expression in ISCs than in other crypt populations at baseline and after transplant (Fig. 4b). 

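Myc was highest in ISC-like cells in every condition. In naive mice it had 46.4 CPM in ISC-like and 30.7 CPM in progenitor-like cells, against 15.1 CPM in goblet-like, 13.7 CPM in tuft-like, 10.2 CPM in EEC-like, 9.78 CPM in Paneth-like and 4.90 CPM in enterocyte-like cells. In syngeneic mice it had 34.8 CPM in progenitor-like cells, 18.3 CPM in Paneth-like and 6.20 CPM in enterocyte-like cells. In allogeneic mice it had 42.2 CPM in progenitor-like cells, 19.8 CPM in Paneth-like and 5.21 CPM in enterocyte-like cells. Myc encodes a transcription factor that drives ribosome production and growth, and it lies on chromosome 15 of GRCm38 from 61985391 to 61990374.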

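Myc in ISC-like cells had 360 UMIs in the naive and 457 UMIs in the syngeneic library. The log2 ratio of syngeneic over naive cells was 0.01 (interval −0.19 to 0.21), a difference within counting error. Genes that Myc regulates for ribosome biogenesis were slightly lower after syngeneic BMT, with 23 of 82 higher and a median of −0.13. The S phase list, with 2 of 43 genes higher, had a median of −0.51, and the G2/M list, with none of 51 higher, had −0.74. In the same cells interferon-induced genes were higher, such as Stat1 with a log2 ratio of 1.69. With k = 15 neighbours the Myc ratio was −0.30 and the G2/M median turned to 0.23.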

Following TBI pre-transplant conditioning and syn-BMT, ISC Myc expression appeared similar to the baseline expression present in normal ISCs. However, following BMT with allogeneic donor T cells inducing GVHD, Myc expression in ISCs was substantially elevated (Fig. 4b).

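Myc was higher in ISC-like cells after allogeneic BMT, with 83.3 CPM against 46.7 CPM after syngeneic BMT. The log2 ratio was 0.83 (interval 0.65 to 1.02) over syngeneic and 0.84 (0.64 to 1.04) over naive cells. It was 0.28 (0.09 to 0.46) in progenitor-like cells, where it turned to −0.18 with k = 15 neighbours and with low-RNA clusters kept. In the other classes the interval included 0, as in enterocyte-like cells at −0.26 (−0.76 to 0.27) and goblet-like cells at 0.10. Imputed medians in ISC-like cells were 0.442 in naive, 0.444 in syngeneic and 0.728 in allogeneic mice. Of the ribosome biogenesis genes under Myc, 79 of 82 were higher in allogeneic than in syngeneic ISC-like cells, with a median of 0.48 against 0.0217 to 0.2161 for random lists. Random lists do not keep the correlation between such genes, so any shift that the list shares can place it outside that range. The Myc targets tabulated by the study had a median of 0.36, with 42 of 49 higher, which is not independent evidence since they were chosen on these libraries, and the list is held in part. Cyclin D1 (Ccnd1), which moves cells out of G1, had a log2 ratio of 1.24 (1.13 to 1.35) and the Wnt target Axin2 −0.06 (−0.21 to 0.10). On the per-cell log scale of the paper Myc was higher by 0.309, where Supplementary Data 1 gives 0.266.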

**Fig. 4:**
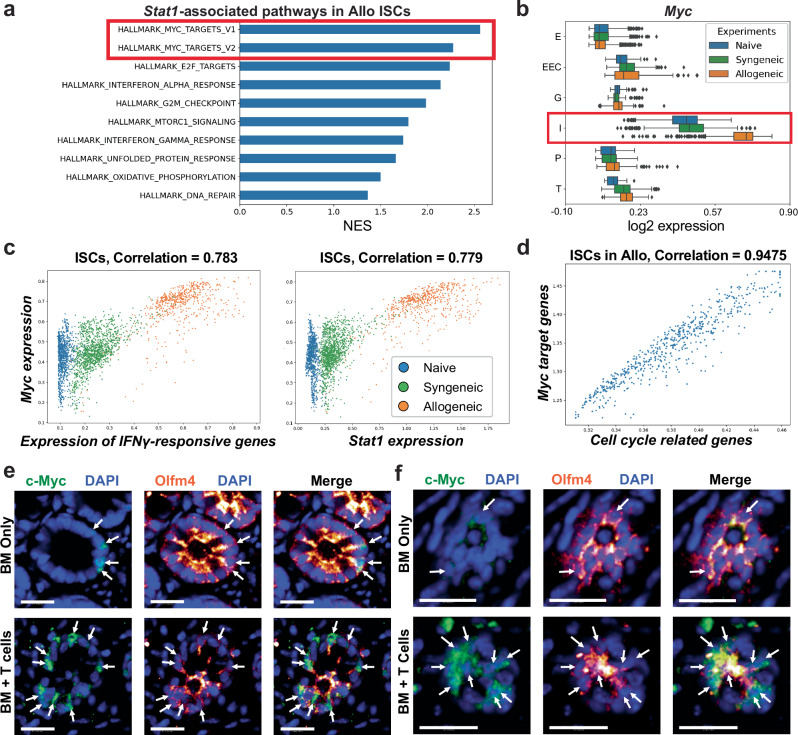
Myc expression is elevated in crypt stem cells after allogeneic BMT. **a–d** Single cell RNA sequencing of small intestine crypt cells from healthy B6 mice (Naive) or five days after B6-into-B6 syngeneic or B10.BR-into-B6 allogeneic BMT. **a** GSEA of ISC cluster genes filtered for differential correlation with *Stat1* expression in ISCs from syngeneic and allogeneic BMT recipients; NES: normalized enrichment score. **b** *Myc* expression in crypt epithelial populations, highlighting *Myc* upregulation in ISCs after allo-BMT; gene expression imputed using MAGIC; (n = 3685 Naive, 3371 Syngeneic, 4670 Allogeneic cells); E: enterocytes, EEC: enteroendocrine cells, G: goblet cells, I: ISCs, P: Paneth cells, T: tuft cells. The boxplots represent three quartiles, and the whiskers indicate 1.5 times the interquartile range. **c** Correlation of *Myc* expression with expression of IFNγ-responsive genes or with expression of *Stat1* in ISCs during homeostasis and after syngeneic or allogeneic BMT. **d** Correlation between average MAGIC-imputed expression of Myc target genes (Hallmark MYC_v1 and v2 pathways) and average imputed cell-cycle-related genes (KEGG cell cycle pathway) in ISCs after allogeneic BMT. The plot shows average gene expression (2nd–98th percentiles). **e-f** Imaging of full-thickness ileum by 3-D whole mount microscopy four days after B10.BR-into-B6 allogeneic BMT using either TCD BM alone, which does not result in GVHD, or BM and T cells, resulting in GVHD. Shown are 2-D optical slices of the ISC compartment in the lower crypt region (**e**) or the very base of the crypt (**f**) from 3-D fluorescent imaging performed after staining with anti-c-Myc (green), anti-Olfm4 (orange glow), and DAPI (blue). Arrows indicate c-Myc^+^Olfm4^+^ ISCs; scale bar: 25 μm.

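Across the pooled ISC-like cells of the 3 conditions, imputed Myc correlated with the mean of the IFNγ response list at r = 0.835 and with Stat1 at r = 0.832. Of 500 genes matched to Myc for expression, 96.8% had a smaller r with Stat1 than Myc had, and their median was 0.314. Ribosome biogenesis genes correlated with Myc at 0.666, above 62.8% of the matched genes, whose median was 0.566. Imputation by MAGIC shares counts among similar cells, and without it the pooled r of Myc with Stat1 was 0.123. Cells are not independent replicates, and the pooled r includes the difference between the libraries.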

Further exploring the relationship between Myc and immune-mediated GI damage post-transplant, scRNA-seq indicated that elevated ISC Myc expression correlated highly with ISC expression of IFNγ-responsive genes and also with expression of *Stat1* (Fig. 4c). These correlations were evident in ISCs specifically in the GVHD setting after allo-BMT (Fig. 4c). 

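Within the allogeneic library, Myc correlated across ISC-like cells with the IFNγ response genes at r = 0.719 and with Stat1 at r = 0.714. In the syngeneic library the values were 0.757 and 0.613, and in the naive library 0.111 and −0.078 (up to 0.170 in other settings for Stat1). Among 500 genes matched to Myc for expression, the r of Myc with Stat1 ranked above 96.2% in allogeneic, 99.0% in syngeneic and 18.2% in naive cells. Wnt targets also correlated with Myc, at 0.722 in allogeneic and 0.370 in syngeneic cells, the latter −0.0245 with classes from marker scores. In raw counts, without imputation, r of Myc with Stat1 was 0.0316 in allogeneic and 0.0169 in syngeneic cells. The mean allogeneic ISC-like cell held 0.84 UMIs of Myc and 1.64 UMIs of Stat1.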

Notably, these correlations were based on expression within individual cells, not just for the ISC population as a whole, suggesting an intimate connection between IFNγ and the epithelial Myc response, rather than an indirect Myc response in some cells after cytokine signaling in other cells. Additionally, this GVHD-associated increase in ISC Myc expression (Fig. 4b) coincided with the increased regeneration and Ki67 expression observed in surviving *Stat1*^WT^ crypts early after allo-BMT (Fig. 2). 

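Mean imputed expression of Myc target genes and of cell cycle genes correlated across ISC-like cells at r = 0.862 after allogeneic BMT. It was 0.839 after syngeneic BMT and 0.834 in naive mice. The allogeneic value lay above its random range of 0.463 to 0.798, but the target list, as tabulated by the study, is not independent and is held in part. Ribosome biogenesis genes listed from general knowledge gave 0.744 in allogeneic cells, inside the random range of 0.485 to 0.784. Myc itself had r of −0.0906 to S phase and −0.345 to G2/M genes in allogeneic cells, and 0.0 and 0.0235 without imputation. To S phase genes its r was positive in naive (0.402) and syngeneic cells (0.326) and in the pooled cells (0.469), and to G2/M genes it was −0.374, −0.0427 and −0.120. S phase genes were higher in ISC-like cells after allogeneic compared with syngeneic BMT, all 43 of them, with a median log2 ratio of 0.99. Examples are the replication helicase subunit Mcm6 at 0.87 and Slbp, which binds histone transcripts, at 0.97. Over naive cells the S phase median was 0.50 in allogeneic cells, with 40 of 43 genes higher, and −0.51 in syngeneic cells. Between allogeneic and syngeneic cells the G2/M list had a median of 0.10 with 30 of 49 genes higher (−0.02 with TMM scaling). Mki67, the gene of the Ki67 antigen, had −0.24 (−0.64 to 0.15). In allogeneic over naive cells the G2/M median was −0.73, with 41 of 50 genes lower. Mitotic genes such as Mki67 also named the progenitor-like class, and replication genes such as Tk1 were among those leading its clusters. Dividing stem cells can therefore fall outside the ISC-like class. Values of S phase and G2/M genes within the ISC-like class cannot show whether more stem cells divided. Without imputation the correlation of the means was 0.555.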

Consistent with this observation, Myc expression in ISCs correlated highly with their expression of cell-cycle-related genes (Fig. 4d), potentially connecting IFNγ, STAT1, and the mucosal immune response to epithelial regeneration post-BMT.

To examine Myc expression at the protein level after BMT, we performed three-dimensional (3-D) immunofluorescent imaging of whole-mount ileal tissue following allo-BMT. MHC-mismatched recipients were transplanted with either donor marrow and T cells to induce GI GVHD or with TCD marrow on its own to serve as non-GVHD negative controls. The intestines were again isolated early post-BMT to examine the events driving the ensuing regenerative response, and the specimens were stained with anti-Olfm4 antibodies to identify ISCs, DAPI to identify nuclei, and anti-c-Myc. Imaging of the ISC compartment in the lower crypt region of the ileum indicated the presence of c-Myc expression, which co-localized with Olfm4 staining (Fig. 4e). DAPI^+^ cells in this region that were negative for Olfm4 likely represented Paneth cells, and they did not stain positive for Myc, consistent with gene expression identified by scRNA-seq (Fig. 4b). Also consistent with scRNA-seq, ileal crypts from recipients of allogeneic donor T cells demonstrated greater Myc expression than crypts from non-GVHD “BM Only” recipients (Fig. 4e). This was also apparent in imaging of the very bottom of the crypt (Fig. 4f). Olfm4 expression was abundant at the crypt base in non-GVHD recipients transplanted without donor T cells, and Olfm4 expression was reduced in GVHD mice transplanted with donor T cells. However, in the absence of GVHD these more numerous crypt base ISCs demonstrated less Myc protein expression than the persisting ISCs in GVHD mice transplanted with allogeneic donor T cells (Fig. 4f). Therefore, Myc protein expression in vivo was consistent with transcriptomic findings identified by scRNA-seq.

### IFNγ directly induces Myc-dependent intestinal regeneration

Based on in vivo and ex vivo findings, the IFNγ/STAT1 axis was associated with epithelial proliferation and ISC Myc expression following immune-mediated GI damage. To explore this relationship in more detail and determine direct effects of IFNγ signaling on individual epithelial populations, a scRNA-seq timecourse evaluation was performed on intestinal organoids exposed to IFNγ for 6, 24, and 48 h (Fig. 5a). 

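Small intestinal organoids from B6 mice were cultured without IFNγ or with 0.05 ng/ml IFNγ for 6, 24 or 48 h and profiled with the same droplet assay, with 1 library per condition. No spread between cultures was measured, and intervals cover counting error only. The deposited UMI counts were 58004942 for control, 51416475 at 6 h, 58561253 at 24 h and 67787930 at 48 h, over 4658, 3368, 4741 and 6492 cells. Their medians were 12660.5, 15879.5, 12842 and 10620 UMIs per cell. Clustering as in the crypt experiments kept 4612, 3168, 4543 and 6357 cells, where the paper reports 4599, 3166, 4533 and 6353. Scrublet marked 25 cells at 6 h and fewer in each other library, too few to show that it worked on these organoids, and no cells were removed for it. Levels are CPM of the summed UMIs of a class, and ratios are relative to control.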

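Organoid cells formed 18 clusters, of which 16 were named. ISC-like clusters numbered 3, and each came mostly from some of the libraries. Cluster 2 held 2087 of the 2088 control cells, cluster 6 held 958 of the 1065 cells at 6 h, and cluster 0 held 1437 of 1451 cells at 24 h and 2295 of 2314 at 48 h. They were led by genes of S phase entry and crypt progenitors, such as Ung, Cdca7, Kcne3 and Rgcc. Against all other cells, fewer than 3 markers of the best class passed, so these clusters were named against the mean of the other clusters. Of 24 ISC markers, 6, 10 and 5 then passed in clusters 0, 2 and 6. Of 4 progenitor-like clusters, 3 were led by mitotic genes such as Ube2c, Cenpf and Top2a, and cluster 5, with 1022 cells, by Dmbt1, Cbr3 and Rbp7. Of 3 enterocyte-like clusters, 2 were led by Fabp1 and Rbp2, and cluster 9, with 717 cells, by Fabp6, Cldn4 and Reg3g. Paneth and goblet genes such as Lyz1, Defa24, Tff3 and Agr2 led the same 2 clusters, named Paneth/goblet-like. Hormone genes such as Chga, Cck and Ghrl marked EEC-like clusters, and Rgs13 and Dclk1 marked a tuft-like cluster. The 2 unnamed clusters were led by mitochondrial transcripts, with medians of 16.67% and 12.25% mitochondrial UMIs. Because treated and control ISC-like cells fell in different clusters, their values compare clusters of the same name.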

All culture conditions were analyzed together, and cluster identities were annotated based on known lineage-defining expression patterns (Supplementary Fig. 6a, b). Consistent with the in vivo setting (Fig. 4b), baseline *Myc* expression was higher in ISCs than in differentiated epithelial cells (Fig. 5b). 

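In control organoids, Myc had 34.4 CPM in ISC-like cells and 26.8 CPM in progenitor-like cells. It had 23.0 CPM in Paneth/goblet-like, 13.5 CPM in enterocyte-like and 12.4 CPM in EEC-like cells. Lgr5, the ISC marker, had 82.2 CPM in ISC-like, 77.3 CPM in progenitor-like, 34.0 CPM in Paneth/goblet-like and 15.1 CPM in enterocyte-like cells. With classes assigned cell by cell from marker scores, Myc in ISC-like cells minus that in the highest differentiated class turned to −0.22 on the log2 scale.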

Following exposure to IFNγ, ISC *Myc* expression rapidly increased further, peaking within 6 h. 

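Myc in ISC-like cells was highest after 6 h of IFNγ, with 60.1 CPM, with 45.8 CPM at 24 h and 46.7 CPM at 48 h. The log2 ratio to control was 0.81 (interval 0.67 to 0.94) at 6 h, 0.42 (0.28 to 0.55) at 24 h and 0.44 (0.31 to 0.57) at 48 h. These sizes depended on the clustering and depth: at 6 h it was 0.32 (−0.14 to 0.73) with k = 15 neighbours, which moved treated cells out of the ISC-like class, 0.31 (−0.12 to 0.69) with low-RNA clusters kept and 0.51 with thinning to 2000 UMIs, at 24 h 0.0526 (−0.84 to 0.74) with k = 15 neighbours, and at 48 h 0.21 (−0.08 to 0.50) with thinning. From 6 to 24 h Myc had a log2 ratio of −0.39 (−0.53 to −0.26), which turned to 0.087 with low-RNA clusters kept. Mxd4, which competes with Myc for its partner Max, had −2.12 at 6 h (−0.56 with k = 15 neighbours). Of 82 ribosome biogenesis genes that Myc regulates, 75 were higher at 6 h, with a median of 0.34, and of 49 Myc targets chosen by the study, a list held in part, 42 were higher, with a median over all 49 of 0.23. Both directions depended on the clustering: the medians were −0.0643 and −0.0791 with k = 15 neighbours and −0.107 and −0.110 with low-RNA clusters kept. At 24 h Ccnd1 had 0.78, Axin2 −0.36 (−0.79 with k = 15 neighbours) and Mki67 1.01 (0.63 with low-RNA clusters kept). Stat1 had a log2 ratio of 4.16 (3.92 to 4.41) at 6 h, 3.65 at 24 h and 3.24 at 48 h, and Irf1 3.76, 3.56 and 3.19. Ciita and Iigp1 had no UMI in control and were at least 105.5-fold and 280.2-fold higher at 6 h. Of 59 IFNγ response genes, 57 were higher at 6 h, with a median of 3.57 (1.72 with k = 15 neighbours and 1.68 with low-RNA clusters kept), and all 19 MHC class I and 7 MHC class II genes were.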

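In enterocyte-like cells of the organoids, Myc had 13.5 CPM in control, 25.3 CPM at 6 h of IFNγ, 19.1 CPM at 24 h and 23.3 CPM at 48 h. The log2 ratio to control at 24 h turned negative in 4 alternatives (−0.10 with k = 15 neighbours, −0.68 with 20 principal components, −0.0241 with low-RNA clusters kept and −0.32 with classes from marker scores), and that at 48 h was −0.11 with 20 principal components. The log2 ratio at 6 h was 0.89 (interval 0.45 to 1.36), and in progenitor-like cells it was 0.85 (0.72 to 0.99). As a difference of imputed medians, the increase at 6 h was smaller in enterocyte-like cells, from 0.187 to 0.302, than in ISC-like cells, from 0.387 to 0.592. In Paneth/goblet-like cells the ratio was 0.40 (−0.12 to 0.93) at 6 h and −0.05 at 48 h. In EEC-like cells it was −0.74 (−2.75 to 1.01), from 8 UMIs in control and 5 UMIs at 6 h, a depth at which a change the size of that in ISC-like cells could not be detected. Stat1 was higher at 6 h in each of these classes, by 4.19 in progenitor-like, 4.25 in enterocyte-like, 4.60 in Paneth/goblet-like and 2.27 in EEC-like cells.

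**Figure D3:**
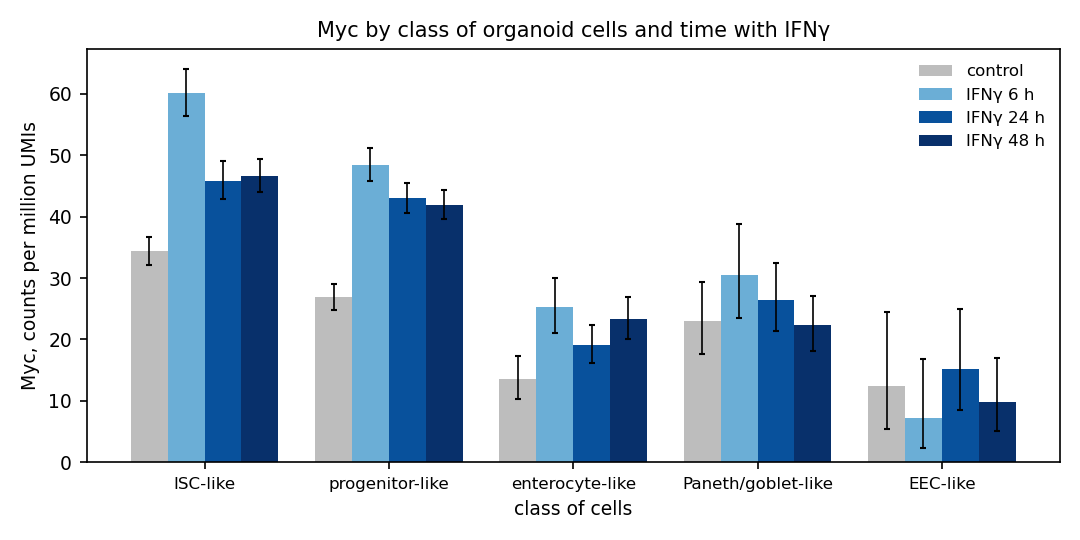
Myc in CPM for each class of organoid cells in control culture and after 6, 24 and 48 h of IFNγ, 1 library per condition. Bars are summed counts and error bars are exact 95% Poisson intervals. The bar at 6 h is the tallest in ISC-like, progenitor-like and enterocyte-like cells, and intervals overlap in Paneth/goblet-like and EEC-like cells.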

Only a modest change in *Myc* expression was observed in enterocyte lineage cells and there was no impact on *Myc* expression within secretory lineages (Fig. 5b).

**Fig. 5:**
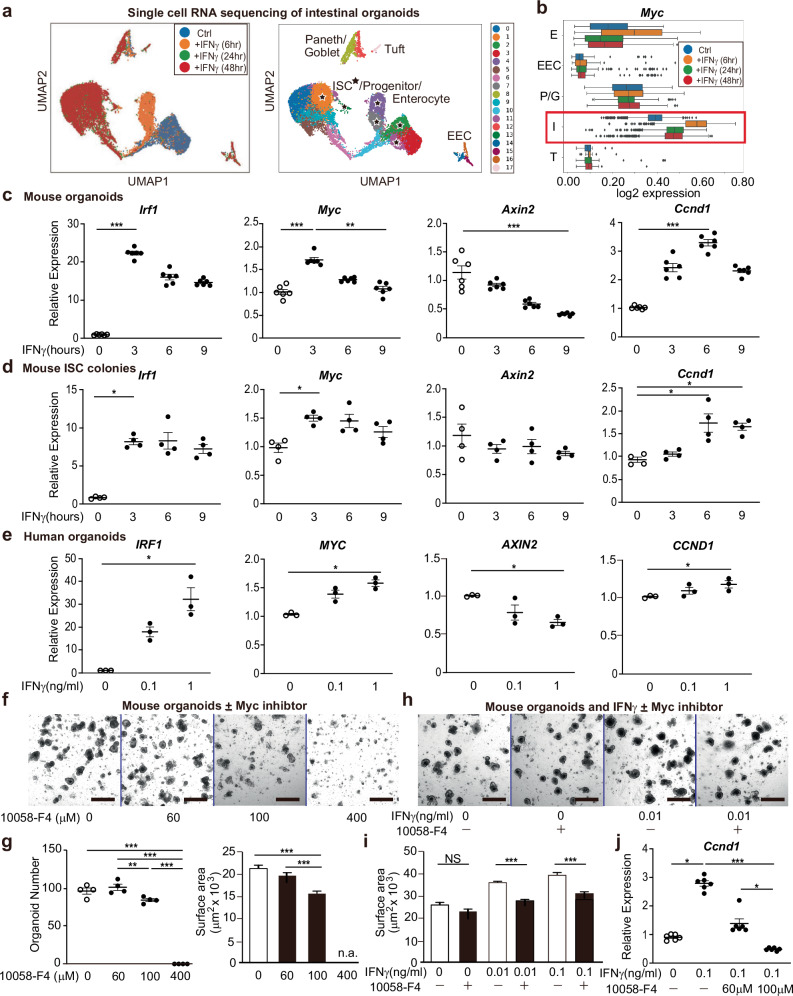
Myc is required for IFNγ-induced epithelial regeneration. **a**, **b** Single cell RNA sequencing of B6 small intestine organoids after exposure to IFNγ; E: enterocytes, EEC: enteroendocrine cells, P/G: Paneth/goblet cells, I: ISCs, T: tuft cells. **a** UMAP plots indicating the experimental culture conditions and showing the cell type annotations for each cluster. Star symbol indicates ISC clusters. **b** *Myc* expression: n = 4599 (Ctrl), 3166 (6 h), 4533 (24 h), 6353 (48 h) cells. The boxplots represent three quartiles, and the whiskers indicate 1.5 times the interquartile range. qPCR analysis of mouse organoids (**c**, n = 6 wells/group) or ISC colonies (**d**, n = 4 wells/group) ± IFNγ (1 ng/ml) for gene expression of *Irf1* (d, 0 vs 3 h, *p* = 0.0360), *Myc* (c, 3 vs 9 h, *p* = 0.0045; d, 0 vs 3 h, *p* = 0.0227), *Axin2*, and *Ccnd1* (d, 0 vs 6 h, *p* = 0.0286; 0 vs 9 h, *p* = 0.0451); Kruskal-Wallis multiple comparison testing. **e** qPCR analysis of human organoids ± 6 h exposure to IFNγ (n = 3 donors/group); Friedman-tests; 0 vs 1 ng/ml, *p* = 0.0429 for *IRF1*; *p* = 0.0429 for *MYC*; *p* = 0.0429 for *AXIN2*; *p* = 0.0429 for *CCND1*. Representative images (**f**) and quantification (**g**) of mouse organoids ± 10058-F4 (μM); culture day 4; frequency: n = 4 wells/group; size: n = 353 (0), 395 (60), 352 (100), 0 (400) organoids/group; one-way ANOVA multiple comparison testing; 60 vs 100 μM, *p* = 0.0089. Representative images (**h**) and quantification (**i**) of mouse organoids ± IFNγ (ng/ml) ± 10058-F4 (60μM); culture day 4; n = 251 (No IFNγ), 236 (10058-F4), 231 (IFNγ 0.01), 238 (IFNγ 0.01 + 10058-F4), 228 (IFNγ 0.1), 223 (IFNγ 0.1 + 10058-F4) organoids/group; one-way ANOVA multiple comparison testing; No IFNγ vs 10058-F4, *p* = 0.1087. **j** qPCR for *Ccnd1* gene expression in mouse organoids ± IFNγ + /− 10058-F4 for 6 h; n = 6 wells/group; Kruskal-Wallis multiple comparison testing; No IFNγ vs 0.1 ng/ml, *p* = 0.0197; IFNγ 0.1 ng/ml + 10058-F4 60 vs 100 μM, *p* = 0.0197. Graphs indicate mean and s.e.m.; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. The exact *p* values are *p* < 0.001 unless specified otherwise. Scale bars = 500 μm. Panels (**c**, **d**, **f–g**) are representative of two independent experiments.

Direct and rapid induction of *Myc* expression was validated in IFNγ-treated SI organoids using qPCR (Fig. 5c). IFNγ exposure quickly induced expression of *Irf1*, a representative STAT1 target gene in the IFNγ signaling pathway. Myc upregulation coincided with this early phase of the IFNγ response, where it peaked as early as three hours after treatment. In contrast, although Myc is known to be a target of the Wnt pathway, expression of the representative Wnt target gene *Axin2* steadily decreased (Fig. 5c), indicating that activation of the Wnt pathway was unlikely be driving *Myc* upregulation in this setting. Additionally, while *Paf* has been reported to contribute to ISC *Myc* expression after radiation injury^39^, *Paf* expression did not change in organoids or ISC colonies after IFNγ treatment (Supplementary Fig. 6c), suggesting that *Paf* may not be a key driver of *Myc* upregulation and regeneration here. Despite this and the apparent reduction in Wnt signaling, expression of the cell cycle regulator *Ccnd1*, a known downstream Myc target in ISCs^39^, was upregulated in IFNγ-treated organoids (Fig. 5c), consistent with the increased organoid size and ISC cycling (Fig. 3). The kinetics of *Ccnd1* elevation were slightly delayed compared to *Myc* and *Irf1*, peaking six hours after exposure to IFNγ (Fig. 5c). Strikingly, similar expression patterns were observed in mouse ISC colonies evaluated following a timecourse of IFNγ exposure (Fig. 5d) and in human duodenal organoids treated with IFNγ for six hours (Fig. 5e).

In order to evaluate the functional importance of Myc in IFNγ-driven epithelial regeneration, intestinal organoids were cultured in the presence of the Myc inhibitor 10058-F4. Culture with 10058-F4 reduced the numbers and size of intestinal organoids in a concentration-dependent manner, and higher concentrations were highly toxic, eliminating viable organoid growth (Fig. 5f, g). While viability was maintained at low concentrations of 10058-F4, presence of the Myc inhibitor abrogated the impact of IFNγ on epithelial regeneration, inhibiting IFNγ-driven organoid growth (Fig. 5h, i) and *Ccnd1* induction (Fig. 5j).

To gain perspective on the dynamic contributions of Wnt signaling and IFNγ/STAT1 signaling to Myc function, to quantify the relationship between Myc and these pathways, and to investigate the in vivo relevance of reduced *Axin2* expression in IFNγ-treated organoids, we performed a DREMI (conditional-Density Resampled Estimate of Mutual Information) analysis^32,41^ on scRNA-seq ISC clusters from BMT recipient mice (see Methods). This DREMI analysis computed the strength of gene-gene interactions for Myc target genes with Wnt pathway targets (Supplementary Data 3 and 4) and for Myc target genes with IFNγ targets (Supplementary Data 5 and 6) within ISCs post-transplant. These ISC gene-gene interactions were evaluated both after syn-BMT and after allo-BMT, and they indicated a stronger correlation between Myc and Wnt target genes after syn-BMT, while suggesting a stronger correlation between Myc and IFNγ target genes in the setting of immune-mediated GI damage after allo-BMT (Supplementary Fig. 6d). Therefore, while Wnt signaling may remain important for epithelial regeneration after damage, as observed in the setting of DSS-induced intestinal pathology^42^, it appears to be less associated with the Myc pathway in the setting of immune-mediated GI damage due to GVHD.

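Myc targets and Wnt targets had the more dependent pairs in syngeneic than in allogeneic ISC-like cells, and Myc targets and IFNγ targets the less dependent ones. DREMI measures how much information 1 gene's level carries about another's, after evening out how often each level occurs. It was computed here for the gene pairs of the tables, on imputed values. The copies of Supplementary Data 3 and 5 available here each lack 51 columns, so 686 Wnt pairs and 3185 IFNγ pairs were used. The Wnt targets include Ptch1, Notch1, Axin1 and Ccnd2, and the IFNγ targets include Stat1, Socs1, Cxcl10 and Cd74.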

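The median DREMI of Wnt and Myc target pairs was 0.528 in syngeneic and 0.414 in allogeneic ISC-like cells, and 35.4% of pairs were higher in allogeneic cells. The median of IFNγ and Myc target pairs was 0.306 in syngeneic and 0.364 in allogeneic cells, with 57.1% of pairs higher. Random gene lists in place of the Wnt or IFNγ targets were lower in allogeneic cells. For Wnt, the 50 random differences ran from −0.326 to −0.054 around the observed −0.114. Their median was −0.204, so the Wnt pairs fell no more than pairs of random lists. For IFNγ the random differences ran from −0.217 to −0.074, below the observed 0.058. With lists from general knowledge, Wnt targets such as Axin2 and Lgr5 paired with ribosome biogenesis genes gave 0.411 and 0.329. IFNγ response genes such as Stat1 and Irf1 paired with them gave 0.283 and 0.405. Pairs share genes and cells and are not independent replicates. From these dependences, the paper proposes that Myc and IFNγ targets are more strongly linked in immune-mediated damage, and Myc and Wnt targets after syngeneic BMT.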

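Canonical Wnt target genes were slightly lower as a group in ISC-like cells after allogeneic compared with syngeneic BMT, below most random lists. Of 16 measured canonical targets, 6 were higher, with a median log2 ratio of −0.16, where 95% of matched random lists had medians from −0.0743 to 0.3549. Lgr5, the receptor that amplifies Wnt signals in ISCs, had −0.34, Ascl2, an ISC transcription factor, 0.49 and Sox9 −0.20. The Wnt genes tabulated by the study had a median of 0.24, with 11 of 14 higher, and were chosen on these libraries. In the LP-into-B6 model, none of 18 canonical targets rose or fell at an adjusted p under 0.05 in edgeR with Benjamini-Hochberg adjustment, and their median was −0.02.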

### STAT1 regulates immune-mediated induction of intestinal Myc expression

Given the importance of STAT1 for epithelial proliferation in vivo after allo-BMT (Fig. 2) and the effects of IFNγ on regeneration (Fig. 3) and Myc expression (Fig. 5) ex vivo, we interrogated the *Myc* promoter region to evaluate if IFNγ-induced STAT1 signaling could directly target the Myc locus in ISCs. With guidance from ATAC-Seq of Lgr5^+^ ISCs (GSE83394)^43^, PCR primers were designed to target areas of open chromatin localizing to putative regulatory elements upstream of the *Myc* start site (Fig. 6a). Chromatin immunoprecipitation (ChIP) was then performed for STAT1 using ISC colonies treated with IFNγ, followed by qPCR for genomic regions corresponding to predicted regulatory elements. To evaluate STAT1 binding, relative qPCR amplification was compared for chromatin isolated using anti-STAT1 vs. isotype antibodies. Positive control primers targeting the *Irf1* locus confirmed ChIP enrichment and STAT1 binding for this known IFNγ/STAT1 target, and negative control primers targeting the *Foxp3* locus confirmed an absence of enrichment there (Fig. 6b). Moreover, qPCR amplification of the *Myc* promoter region after anti-STAT1 ChIP indicated enrichment for predicted regulatory elements at three upstream sites (Fig. 6b), suggesting direct binding of STAT1 to the *Myc* locus in ISCs exposed to IFNγ.

**Fig. 6:**
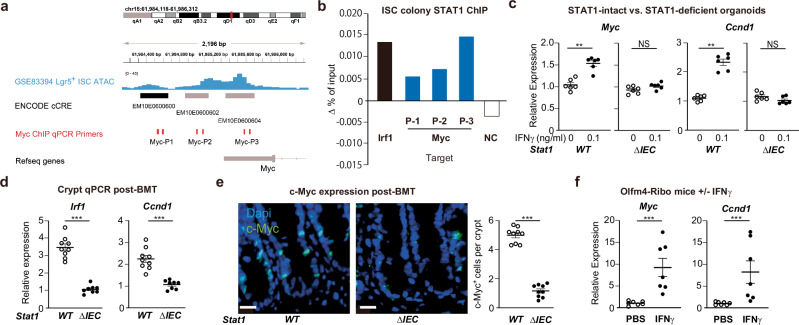
STAT1 regulates epithelial *Myc* expression in immune-mediated GI damage. **a** Diagram of the *Myc* gene locus (NCBI Refseq) with mapping of the genome location, ATAC-seq peaks (blue) from sorted Lgr5^GFP^ ISCs (GSE83394), ENCODE (Accession EM10E0600598) candidate cis-regulatory elements (cCREs) indicating a proximal enhancer (black) and promoter regions (gray), and location of primers (red) used to detect STAT1 binding by qPCR following anti-STAT1 antibody and isotype control ChIP. **b** Δ% of input of anti-STAT1/isotype ChIP-qPCR of *Irf1, Myc* and negative control (NC) *Foxp3* loci performed on ISC colonies treated with IFNγ (3 h, 1 ng/ml). **c** *Myc* and *Ccnd1* qPCR analysis of mouse *Stat1*^WT^ or *Stat1*^ΔIEC^ SI organoids cultured ± IFNγ (n = 6 wells/group); *Stat1*^WT^ vs IFNγ, *p* = 0.0022 for both *Myc* and *Ccnd1*; *Stat1*^ΔIEC^ vs IFNγ, *p* = 0.0649 for Myc, *p* = 0.1255 for *Ccnd1*; combined from two independent experiments. **d**, **e** Allogeneic B10.BR-into-B6 BMT using *Stat1*^ΔIEC^ recipients or *Stat1*^WT^ littermate control recipients. **d** qPCR analysis of SI crypts harvested day 7 post-BMT (n = 9 *Stat1*^WT^, 8 *Stat1*^ΔIEC^ recipients; combined from two independent experiments). **e** Immunofluorescent staining and quantification of c-Myc (green) in ileum (day 5 post-BMT; n = 9 independent sections each from 3 *Stat1*^WT^ and 3 *Stat1*^ΔIEC^ recipients; scale bars = 20 μm; two-tailed t test). **f** Olfm4-Cre x RiboTag (Olfm4-Ribo) mice were treated intraperitoneally with 20μg IFNγ or PBS twice, 48 and 24 h prior to harvest, as well as tamoxifen 20 h prior to harvest. Hemagglutinin-labeled Olfm4^+^ ISC ribosomes were then isolated from small intestine, and qPCR was performed on the associated RNA transcripts; n = 7 mice/group; combined from three independent experiments. Graphs indicate mean and s.e.m.; comparisons performed with two-tailed Mann–Whitney unless otherwise specified; ** *p* < 0.01, *** *p* < 0.001. The exact p values are *p* < 0.001 unless specified otherwise.

Next, SI organoids were evaluated to determine the functional significance of STAT1 for Myc expression. While IFNγ-treated WT organoids demonstrated upregulation of both *Myc* and the MYC target *Ccnd1*, STAT1-deficient organoids failed to augment expression of either one in response to IFNγ (Fig. 6c). The relationship between Myc and STAT1 was then evaluated in vivo. Following allo-BMT into *Stat1*^WT^ and *Stat1*^ΔIEC^ recipients, crypts isolated post-transplant confirmed a reduction in canonical IFNγ signaling in *Stat1*^ΔIEC^ recipients as demonstrated by decreased *Irf1* expression (Fig. 6d). Consistent with ex vivo modeling, crypt *Ccnd1* expression was reduced as well in *Stat1*^ΔIEC^ BMT recipients compared to *Stat1*^WT^ controls (Fig. 6d). Furthermore, immunofluorescent staining indicated MYC protein expression in *Stat1*^WT^ ileal crypts after allo-BMT, but crypt MYC staining appeared reduced in *Stat1*^ΔIEC^ mice (Fig. 6e).

Finally, we directly examined the relationship between IFNγ, Myc, and ISC proliferation in vivo using Olfm4-Cre x RiboTag (Olfm4-Ribo) mice treated with IFNγ. Tamoxifen treatment of Olfm4-Ribo mice induces hemagglutinin labeling of ribosomes within Olfm4^+^ cells. These labeled ribosomes and their associated mRNA transcripts can then be isolated by anti-hemagglutinin immunoprecipitation to measure in vivo ISC gene expression^44^. After administering two doses of IFNγ in vivo 24 h apart, assessment of gene expression 24 h after the last dose indicated ISC upregulation of both *Myc* and *Ccnd1* (Fig. 6f), consistent with findings from mice with GVHD (Fig. 4) and findings from IFNγ treatment ex vivo (Fig. 5). Therefore, in vivo, IFNγ administration on its own appeared sufficient to upregulate Myc expression and induce transcriptional changes associated with ISC proliferation. Taken altogether, the results from this study support a model of IFNγ/STAT1-driven Myc expression and epithelial regeneration induced by T cells during the intestinal injury occurring in GVHD.

## Discussion

In order to investigate the intricate relationship between immune-mediated tissue damage, stem cell loss, and epithelial renewal, and how this disrupts the normal process of homeostatic epithelial maintenance in the GI tract, we performed scRNA-seq transcriptomic analysis of crypt epithelium after BMT. Upon analyzing all crypt constituents concurrently in this unsupervised fashion, the greatest transcriptomic change occurring in response to the dysregulated mucosal immune response was evident within the tissue stem cells. Crypt injury and regeneration are hallmarks of GI GVHD pathology, and the findings presented here reveal the role of immune-mediated activation of ISC STAT1 in this process. While intestinal regeneration is at times thought to occur as a reflexive tissue-intrinsic response to damage, and inflammatory cytokines are well known contributors to GI damage in GVHD, IFNγ was found to be a contributor to epithelial regeneration in this context. Rather than merely an inducer of pathology that indirectly resulted in a subsequent regenerative response, IFNγ was a direct inducer of stem cell Myc expression and proliferation. The duality of IFNγ, as a direct inducer of both toxicity and intestinal regeneration, appears to be driven by the amount of IFNγ and STAT1 signaling that a stem cell experiences, as high concentrations of IFNγ directly induce Bax/Bak-dependent ISC apoptosis^23^, while low concentrations were able to promote Myc expression and ISC proliferation without inducing demonstrable toxicity. These unexpected findings were obtained as a result of the single cell methodology utilized for this project, allowing the unique response of the stem cell compartment and the distinct responses of individual stem cells to be distinguished from their neighbors and the complex multicellular environment surrounding them.

Overall, this study supports a model of ISC regulation whereby Myc expression may largely be associated with the Wnt pathway during homeostasis, but in the setting of immune-mediated GI damage occurring in GVHD, T cells and IFNγ-driven STAT1 signaling can play a prominent role in regulating this stem cell program (Fig. 7). While the immune system is known to impact the ISC compartment^10,11,17,30^, this would indicate that the lymphocyte response is not restricted to having modulatory effects on tissue stem cells, such as inducing their toxicity or shifting their behavior, but can actually regulate a fundamental component of stemness itself^45^. Initially identified in the setting of tissue damage occurring in GVHD, STAT1-mediated regulation of ISC Myc was validated in non-transplant ex vivo organoid culture models, and this immune-mediated regulation of ISCs may have relevance for tissue responses to lymphocytes and inflammation in other settings as well. The role of IFNγ as a direct driver of epithelial proliferation and regulator of stem cell *Myc* expression illustrates the pleiotropic nature of this complex cytokine, countering its classical characterization as a cytostatic anti-tumor effector and providing a potential explanation for conflicting experimental and translational findings, including results in the setting of malignancy^46^.

**Fig. 7:**
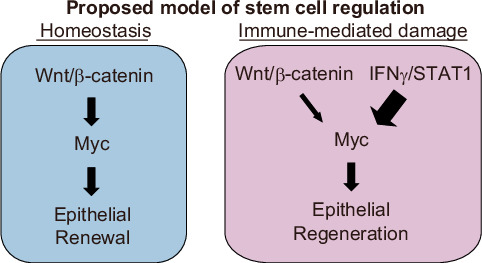
Proposed schematic model of ISC Myc regulation. While regulation of ISC Myc expression may be primarily Wnt-driven at baseline, we propose that there is additional STAT1-dependent regulation of Myc expression driven by IFNγ in the setting of GVHD.

In the allo-BMT setting, the majority of IFNγ^+^ cells in recipient intestinal mucosa have been identified as donor T cells, with a CD4^+^ compartment demonstrating a T-bet^+^ Th1 phenotype^23^. Although Type 2 and Type 3 immune responses include now well-appreciated roles in tissue maintenance and regeneration, for example through production of tissue-targeted cytokines such as Amphiregulin and IL-22, Th1 immunity has frequently been described without such potential^10–16^. Despite the typical characterization of Type 1 responses as physiologic inducers of pathogen clearance and pathophysiologic inducers of tissue damage, the demonstration that STAT1 can promote epithelial proliferation in response to IFNγ indicates that Th1 immunity can promote tissue regeneration as well. All three major branches of lymphocyte polarization may thus have tissue reparatory potential, perhaps physiologically being activated as necessary within the larger context of a given immune response that must utilize the most appropriate type of immunity to respond to a particular pathogen or other insult.

While these findings broaden the understanding of IFNγ biology to include promotion of epithelial proliferation in a STAT1-dependent manner, IFNγ is not the only cytokine known to activate STAT1. For example, type I IFN can also signal through STAT1, often as a heterodimer with STAT2, whereas IFNγ utilizes a distinct receptor to signal through STAT1 homodimers and also drive *Stat1* expression as shown here. Regardless, it is possible that other cytokines may be able to activate this STAT1-dependent regenerative axis as well, although type I IFN did not demonstrate that capacity here. Rather, the findings presented here demonstrate that IFNγ and IFNγR are necessary to promote this epithelial proliferation in vivo in the setting of GVHD and that they are sufficient to directly induce ISC Myc expression and proliferation in a STAT1-dependent fashion. How IFNγ manages to accomplish this while also being capable of inducing STAT1-dependent ISC apoptosis^23^ is another example of its complex pleiotropic behavior. Our findings indicate that IFNγ concentration and signaling intensity may contribute to the distinct responses observed. In the experimental BMT setting, we speculate that IFNγ-dependent ISC killing may occur mainly early post-transplant when immune-mediated inflammation and cytokine storms flare in association with high IFNγ expression, while IFNγ-dependent ISC proliferation may play an important role in the regeneration necessary for epithelial maintenance during such injury and afterward as the inflammation is subsiding. Given the potential contributions to both tissue pathology and tissue recovery, investigating the impacts of IFNγ signaling and IFNγ-driven epithelial proliferation on intestinal barrier function is an important consideration for future work.

Finally, in addition to pathophysiology, these findings have therapeutic implications as well. If even pathologic Th1 immunity can contribute to tissue regeneration, clinical efforts to inhibit immune-mediated disease with JAK inhibitors, which are increasing in use^47^, may possibly have unintended detrimental consequences in some settings, potentially increasing tissue damage by blunting the regenerative arm of the immune response. This is perhaps most evident from the finding that intestinal STAT1 deficiency increased mortality after allo-BMT. While the precise mechanism of this mortality is not entirely clear, STAT1 deficiency consistently reduced epithelial proliferation in the GI tract after allo-BMT, thereby indicating an attenuated regenerative response. Clinical inhibition of JAK/STAT signaling may also have impacts on tissues and systemic sequelae beyond the intended effects on lymphocytes and other hematopoietic cells. However, complementary strategies overcoming the suppression of epithelial regeneration will have the potential to provide an optimal therapeutic approach that addresses immune-mediated damage more comprehensively, suppressing pathologic immunity while concurrently stimulating tissue repair.

## Methods

### Mice

C57BL/6 (B6, H-2^b^), LP (H-2^b^), and B10.BR (H-2^k^) mice were purchased from The Jackson Laboratory. B6 *lgr5-gfp-ires-CreERT2* (Lgr5-GFP) mice were provided by Hans Clevers. *Stat1*^fl/fl^ mice were provided by Lothar G. Hennighausen and Christopher A. Hunter. *Stat1*^ΔIEC^ mice were generated by mating *Stat1*^fl/fl^ mice with Villin-Cre mice [B6.Cg-Tg(Vil1-cre)997Gum/J] from The Jackson Laboratory. *Ifngr*^ΔIEC^ mice were generated by mating *Ifngr*^fl/fl^ mice with Villin-Cre mice, both from The Jackson Laboratory. *Ifnar1*^–/–^ mice were purchased from The Jackson Laboratory as well. Olfm4-Ribo mice were generated by crossing *Olfm4-IRES-eGFPCreERT2* (Olfm4-Cre) mice provided by Hans Clevers with B6N.129-Rpl22 (RiboTag) mice from the Jackson Laboratory.

All animal experiments were performed in accordance with the guidelines of the Memorial Sloan Kettering Cancer Center (MSKCC) Institutional Animal Care and Use Committee. Mice were housed in micro-isolator cages, up to five per cage, in MSKCC specific-pathogen-free facilities and received standard chow and autoclaved sterile drinking water. The facilities are maintained at a room temperature of 72 degrees (± one degree) Fahrenheit (22 degrees Celsius) and a light/dark cycle of 12 h each. The effects of sex differences on biologic outcomes were not specifically examined in this study. Sex as a variable was accounted for when feasible by including material from male and female transgenic mice in organoid and transplant experiments. Mice were used with median ages of 2–3 months. To adjust for differences in weight and intestinal flora of transplant recipients, among other factors, genetically identical age-matched mice were purchased from The Jackson Laboratory and then randomly distributed into different cages and across experimental groups by a non-biased technician who had no insight or information about the purpose or details of the experiment. The investigations assessing clinical outcome parameters were performed by non-biased technicians with no particular knowledge or information regarding the hypotheses of the experiments and no knowledge of the specifics of the individual groups.

### Bone marrow transplantation

Bone marrow transplant (BMT) procedures were performed as previously described^23^. Major histocompatibility antigen-mismatched allogeneic BMT (B10.BR into B6, H-2^k^ into H-2^b^), minor histocompatibility antigen-mismatched allogeneic BMT (LP into B6, H-2^b^ into H-2^b^), and syngeneic BMT (B6-into-B6) models were utilized for this study. Transplants utilizing only wild-type recipients were typically performed using female mice from The Jackson Laboratory as recipients for transplantation at an age of 8–10 weeks, whereas transplants utilizing transgenic recipients were performed using a mix of male and female mice. Recipient mice were conditioned for transplantation using 1100 cGy TBI split in 2 doses at 3–4 h intervals to reduce radiation-related toxicity. To obtain bone marrow cells from euthanized donor mice, the femurs and tibias were collected aseptically, and the bone marrow canals washed out with sterile media. Bone marrow cells were depleted of T cells by incubation with anti-Thy 1.2 and low-TOX-M rabbit complement (Cedarlane Laboratories). Purity of the T-cell-depleted (TCD) bone marrow product was confirmed by T cell quantification using flow cytometry. T cell contamination was typically ~0.2% of all leukocytes after a single round of complement depletion. Donor T cells were isolated from splenocytes using Miltenyi anti-CD5 beads and MACS columns. Recipients typically received 5 × 10^6 ^TCD bone marrow cells with or without 1–4 × 10^6^ T cells per mouse via tail vein injection.

### Crypt isolation and cell dissociation

Isolation of intestinal crypts and the dissociation of cells for flow cytometry analysis were performed as previously described^10^. In brief, after euthanasia with CO_2_, either the entire small intestine (SI) or the terminal 10 cm of ileum was collected, opened longitudinally, and washed with PBS. The tissue was then incubated at 4 °C in EDTA (10 mM) for 20 min to dissociate the crypts. To isolate single cells from crypts, the pellet was further incubated in 1× TrypLE express (Gibco, Life Technologies) supplemented with 2 kU/ml DNase1 (Roche).

### Singe cell RNA sequencing of intestinal epithelial cells

Dissociated crypt cells or intestinal organoids were stained with DAPI and then sorted to purify DAPI-negative cells. The single cell RNA sequencing (scRNA-seq) of FACS-sorted cell suspensions was performed on a Chromium instrument (10X genomics) following the user guide manual CG00052 Rev E and Single Cell 3’ Reagent Kit (v2). Each sample, containing approximately 5000 cells at a final dilution of 66–70 cells/µl was loaded onto the cartridge according to the manual. The viability of cells was between 83-99%, as confirmed with 0.2% Trypan Blue staining using a Countess II cell counter.

The individual transcriptomes of encapsulated cells were barcoded during the reverse transcription (RT) step. The resulting cDNA was purified with DynaBeads. This was followed by amplification with 14 cycles of PCR: 98 °C for 180 s, 14x (98  °C for 15 s, 67  °C for 20 s, 72  °C for 60 s), and 72 °C for 60 s. Next, 50 ng of PCR-amplified product was fragmented, A-tailed, purified with 1.2X SPRI beads, ligated to the sequencing adapters, and indexed by PCR: 98  °C for 45 s; 12x (98  °C for 20 s, 54  °C for 30 s, 72 °C for 20 s), and 72  °C for 60 s. The indexed DNA libraries were double-size purified (0.6–0.8X) with SPRI beads and sequenced on the Illumina NovaSeq S4 platform (R1 – 26 cycles, i7 – 8 cycles, R2 – 70 cycles or higher). Sequencing depth was 198 million reads per sample on average (31,900 reads per cell). The cell-gene count matrix was constructed using the Sequence Quality Control (SEQC) package^48^. Viable cells were identified on the basis of library size and complexity, whereas cells with >20% of transcripts derived from mitochondria were excluded from further analysis. After barcode correction and filtering, we recovered 11,427 unique transcripts per cell, with a median read per transcript of 1.83. For clarity, we will refer to each scRNA-seq experiment as follows:

- scRNA-seq of B6 ileal crypt cells isolated from normal mice or from transplant recipients 5 days after syngeneic (syn) or MHC-mismatched allogeneic (allo) BMT: Experiment 1
- scRNA-seq of SI crypt cells from normal B6 mice and from LP-into-B6 MHC-matched BMT recipient mice 10 days after receiving BM alone or BM and T cells: Experiment 2
- scRNA-seq of B6 SI intestinal organoids treated with IFNγ (0.05 ng/ml for 6, 24, or 48 h; harvested for analysis on culture day 5): Experiment 3

### Processing of single cell RNA sequencing data

As noted above, the fastq files generated from sequencing were processed with SEQC^48^ using default parameters to obtain a count matrix for each experiment. To avoid biases in downstream analysis due to lowly expressed genes, all genes expressed in less than 16 cells were removed from each experiment. The count data from each experiment was then library-size-normalized followed by log2 transformation with a pseudocount of 1. All processing was performed using the Python package Scanpy^49^.

The normalized data were further evaluated and processed for removal of noisy cells. For this, we first computed the top 4000 highly variable genes (using the highly_variable_genes function of Scanpy, with flavor = ‘seurat’), computed the top 40 principal components, and clustered the cells using PhenoGraph^27^ (k = 30). This clearly revealed clusters that had substantially low total RNA expression and few genes uniquely expressed (cluster 6 for Experiment 1, cluster 8 for Experiment 2, and clusters 11 and 12 for Experiment 3). Since this way of clustering the cells and removing the noisy clusters takes the entire transcriptome into account, this approach for removing noisy cells from the data was preferred over using a threshold based on total RNA-counts. Thus, we removed these clusters from respective experiments and reanalyzed the cleaned data. We recomputed the highly variable genes (top 4000), followed by principal component analysis (PCA) for the top 40 components, and re-clustered the cells using PhenoGraph (k = 30). Visualization was performed using UMAP computed on principal components^26^.

For sub-clustering of goblet and Paneth cells in Experiment 1, we followed a similar procedure. We first created a subset by selecting the cells that belonged to clusters 4, 5, 7, and 10 (Fig. 1b) and recomputed highly varying genes (top 1000) followed by PCA (top 40 components) and PhenoGraph on PCA (k = 15) to obtain the cell sub-clusters.

### Phenotypic distance analyses

To quantify the impact of tissue damage on each cell type, we computed phenotypic distances for epithelial cell types across each experimental condition. For this, we began with the PCA of the data computed on the selected highly variable genes (see above), and, for a given cell type, we then calculated the cosine distance between each pair of cells across two conditions. To ensure that we were measuring distances between phenotypically similar cells, we limited the number of cells that each individual cell would be compared to in the corresponding clusters from other experimental conditions. For a given cell in one condition, we only considered *k* closest cells in the other condition, and vice versa. The results for each cell are presented as a distribution (using the kdeplot function of the Seaborn package in Python) or as an average heatmap (Fig. 1d, e and Supplementary Figs. 1e, 2d). We present the results at *k* = *15*, but the results were also tested for various other *k* values and found to be robust across a wide range of values for *k*.

### Denoising and imputing gene expression

While scRNA-seq has been profoundly useful in numerous biological contexts, a lingering problem is that of missing transcripts or “drop-outs”. Due to the dropout effect, it is difficult to establish covariance or correlation pattern between any pair of genes. Therefore, to circumvent this effect, we applied MAGIC^32^ to denoise and impute normalized and log-transformed gene expression from each experiment. Briefly, MAGIC (Markov Affinity-based Graph Imputation of Cells) is a graph-based technique to denoise and impute single-cell gene expression. It relies on the assumption that genes are often co-regulated and form correlated network modules. This correlation pattern of genes allows cells with similar transcriptomes to be in proximity of each other in the phenotype space (defined by their gene expression pattern), even if they suffer from dropouts. Therefore, by identifying the local neighborhood of each cell, we can transfer information (that is, missing gene expression) within that local neighborhood to impute and denoise each cell’s expression.

We follow the same computational procedure as described by van Dijk et al. ^32^. Briefly, we begin by constructing a k-nearest neighbor graph (*k* = 30, Euclidean distance) of the cells on the principal components (top 40). This distance-based graph is then converted to an affinity matrix *W* using an adaptive kernel defined as $${W}_{i,j}=\exp \left(-\frac{{dist}({x}_{i},{x}_{j})}{{\sigma }_{i,j}}\right)$$, where $${x}_{i}$$ $${\mbox{and}}$$ $${x}_{j}$$ represent two cells and $${\sigma }_{i,j}$$ (representing the variance) is defined as the distance to the *ka*^*th*^ neighbor from cell $${x}_{i}$$ (ka = k/3 = 30/3 = 10). Thus, the kernel ensures that the cells closer to each other in the phenotype space have higher affinity and that the neighborhood of each cell adapts to the density of cells around it (as captured by $${\sigma }_{i,j}$$; denser neighborhoods imply smaller $$\sigma$$). This affinity matrix is then symmetrized (*W* = *W* + *W_transpose)*, row-normalized to get a Markov or a transition matrix (*M*) of size *N-by-N* (*N* = number of cells), whose every row sums to 1. Each row represents the probability of a random walker stationed at the cell - (to be thought of as a state of the walker) represented by the row – hopping into another cell in one step. Cells that are closer to each other will have higher probability and cells that are far away from each other will have low (or zero) probability. This transition matrix can be raised to integer power (*t)* to explore the dynamics of the random walker in *t* steps. On the other hand, left multiplying the original data matrix by the transition matrix (or transition matrix to a power *t*) allows gene expression information to be shared among similar cells (or in a local neighborhood of each cell). In other words, since each row sums to 1, transition matrix times the data matrix results in weighted average gene expression for each cell (where similar cells get higher weights). For our purposes, we raise the transition matrix to a power of *t* = 3. Thus, *imputed_data* = *M*^*3*^ * log-transformed_data.

### Gene set enrichment analysis

Gene set enrichment analyses (GSEA) were performed with Hallmark pathways obtained from the MSigDb website (http://www.gsea-msigdb.org/gsea/msigdb/collections.jsp) using the fGSEA R-package (https://github.com/ctlab/fgsea). To perform GSEA on genes differentially expressed between ISCs after allo-BMT and ISCs after syn-BMT (Fig. 1f and Supplementary Data 1), we ranked the genes based on -log10 of the adjusted p values multiplied by the sign of log-fold change. The same strategy was used to compare BM against BM + T (Supplementary Fig. 2e).

To perform GSEA on the genes correlating more closely with ISC *Stat1* after allo-BMT than after syn-BMT (Fig. 4a), we ranked the genes based on their correlation with *Stat1* after subtracting the syn-BMT *Stat1* correlation score from the allo-BMT *Stat1*correlation score for each gene (see below).

### *Stat1* correlation analysis

To identify pathways associated with ISC *Stat1* expression in immune-mediated GI damage (GVHD), gene expression profiles were analyzed in ISC clusters from scRNA-seq performed after syn-BMT and after allo-BMT. ISC *Stat1* associations attributable to GVHD were determined by subtracting the *Stat1* correlation score for each ISC gene after syn-BMT from the *Stat1* correlation score for that gene after allo-BMT. Genes were then ranked based on the resulting (subtracted) correlation score (Supplementary Data 2) and subjected to GSEA pathway analysis. The ten highest ranking Hallmark pathways upregulated in allo-BMT are shown in Fig. 4a. The correlations were computed on the MAGIC-imputed data.

### DREMI analysis

In order to conceptualize the relationship between the Wnt, STAT1 and MYC pathways, we studied the association between candidate genes in each of these pathways using conditional-Density Resampled Estimate of Mutual Information (DREMI) analysis^32,41^. For this, we considered all the genes implicated in these pathways based on existing signatures associated with each of these genes, namely:‘HALLMARK_WNT_BETA_CATENIN_SIGNALING’,‘HALLMARK_INTERFERON_GAMMA_RESPONSE’,and ‘HALLMARK_MYC_TARGETS_V1’ + ‘HALLMARK_MYC_TARGETS_V2’.

These data were retrieved from the MSigDB website (http://www.gsea-msigdb.org/gsea/msigdb/). To conceptualize the relationship between these pathways, it was determined to be most effective to only consider genes that have substantial expression dynamics in the data such that they could contribute meaningfully to the average pathway expression. As such, we focused our analysis on genes that had a meaningful correlation with the average pathway gene expression. Therefore, we first computed the correlation of each gene in each of these signatures with the average gene signature expression. From this list, we filtered for genes that had a correlation score greater than 0.5 standard deviations above the mean. We then used these genes to perform pairwise DREMI analysis (Supplementary Data 3-6). The results were displayed as density functions (Supplementary Fig. 5d), and p values were computed using the RankSum test in the stats module within the Scipy package in Python. This computation was performed using the imputed data.

### Organoid and ISC colony culture

For mouse organoids, depending on the experiments, 100–200 crypts or 2000-3000 dissociated single organoid cells per well were suspended in growth-factor-reduced Matrigel (Corning) mixed with DMEM/F12 medium (Gibco). After Matrigel polymerization, complete ENR medium containing advanced DMEM/F12 (Sigma), 2 mM Glutamax (Invitrogen), 10 mM HEPES (Sigma), 100 U/ml penicillin, 100 μg/ml streptomycin (Sigma), B27 supplement (Invitrogen), N2 supplement (Invitrogen), 50 ng/ml mouse EGF (Peprotech), 100 ng/ml mouse Noggin (Peprotech) and 10% human R-spondin-1-conditioned medium from R-spondin-1-transfected HEK 293 T cells was added to small intestine crypt cultures. Media was replaced every 2–3 days. Along with medium changes, treatment wells received different concentrations of rmIFNγ (R&D systems) and/or 10058-F4 (Selleckchem). ISCs were isolated from Lgr5-GFP mice as above followed by several strainer steps and a 5-min incubation with TrypLE and 2 kU/ml DNase1 under minute-to-minute tapping to make a single-cell suspension.

ISC colonies were cultured from sort-purified single Lgr5-GFP^+^ cells. Approximately 3,000 ISCs were plated in 30 μl Matrigel and cultured in ENR-VC media with Valproic Acid (“V”; 1.5 mM, Sigma) and CHIR99021 (“C”; 3 µM, Selleckchem), containing Rho-kinase/ROCK inhibitor Y-27632 (10 μM) and Jagged1 (1 μM) only for the first 48 h. Under these culture conditions ISCs divide symmetrically without differentiating, growing into homogeneous stem cell colonies. ISC colonies were passaged once per week as single cells following a 3-min incubation with TrypLE containing 2 kU/ml DNase1, and Y-27632. Along with medium changes, treatment wells received different concentrations of rmIFNγ.

For co-culture of intestinal organoids with T cells, CD5^+^ cells were isolated from splenocytes using magnetic Microbeads with the MACS system (Miltenyi Biotec) according to the manufacturer’s instructions. T cell purity was determined by flow cytometry and was routinely approximately 90%. T cells were cultured at a concentration of 1 × 10^5 ^T cells per well with 5 µg/ml plate-bound anti-CD3 monoclonal antibodies (mAbs, BD Pharmingen cat. #553058) and 2 µg/ml anti-CD28 mAbs (BD Pharmingen cat. #557393). After 3-5 days of culture, T cells were then harvested and cultured with passaged single organoid cells in Matrigel at a ratio of 0.5-50:1 T cells-to-organoid cells, Anti-IFNγ neutralizing antibodies were added to the culture at 10 μg/ml (Bio X Cell cat. #BP0055).

Human healthy duodenal organoids were cultured from banked frozen organoids ( > passage 7) that had been previously generated from biopsies obtained during duodenoscopy of healthy human controls. All healthy controls had been investigated for celiac disease but turned out to have normal/non-pathologic histology. They had previously provided written informed consent to participate in such research according to a protocol reviewed and approved by the ethical review board (METC) of the UMC Utrecht, the Netherlands (STEM study: METC 10-402/K, and Metabolic Biobank: METC 19-489).

Human organoids were passaged via single cell dissociation using 1× TrypLE express (Gibco, Life Technologies). Single cells were resuspended in medium without growth factors (GF^-^) comprised of Advanced DMEM/F12 (GIBCO), 100 U/ml penicillin-streptomycin (GIBCO), 10 mM HEPES (GIBCO) and Glutamax (GIBCO) together with 50-66% Matrigel (BD Biosciences) and plated on pre-warmed 24- or 48-well cell culture plates (Costar). After Matrigel polymerization, organoid culture medium (hSI EM) was added consisting of GF^-^ medium, Wnt-conditioned medium (25 or 50% final concentration), R-spondin-conditioned medium (20% final concentration), Noggin-conditioned medium (10% final concentration), 50 ng/ml murine EGF (Peprotech), 10 mM nicotinamide (SIGMA), 1.25 mM N-acetyl (Sigma), B27 (Gibco), 500 nM TGF-β inhibitor A83-01 (Tocris), and 10 uM P38 inhibitor SB202190 (Sigma). For single cells, 10 mM ROCK inhibitor Y-27632 (Abcam) was added for the first 2–3 days of the culture. Media was refreshed every 2–3 days. Along with media changes, treatment wells received different concentrations of rhIFNγ (R&D systems).

For human co-cultures with T cells: 500 single cells from TrypLE-dissociated organoids were cultured with activated human T cells in a ratio of 1:1 ( = 500 T cells, 0.5 in the figures) and 1:50 ( = 25,000 T cells, 25 in the figures) where applicable. Single cells were added to T cells and plated together in 50% Matrigel on pre-warmed 24- or 48-well cell culture plates. Media containing human Interleukin-2 (Proleukin; 12 IE/ml, Prometheus) and, where applicable, anti-IFNγ neutralizing antibodies (50 μg/ml, eBioscience cat. #16-7318-85), were added to the co-cultures.

T cells were isolated from human blood that was collected from healthy donors at the UMC Utrecht as approved by the UMC Utrecht’s Ethics Committee under protocol number 07/125. After Ficoll gradient separation, CD4^+^ T cells were isolated from the peripheral blood mononuclear cells (PBMCs) using the MagniSort human CD4 T cell enrichment kit (Thermo Fisher) with the BD IMag^TM^Cell Separation Magnet (BD Biosciences) according to the manufacturer’s protocol. Subsequently, T cells were activated at a concentration of 1 million cells/ml with plate-bound anti-CD3 (0.8 μg/ml, Biolegend cat. #300414) and soluble anti-CD28 (0.8 μg/ml, BioLegend cat. #302914) antibody stimulation for 2–3 days. After seven days of mouse and human co-cultures, total organoid numbers per well were counted by light microscopy to evaluate growth efficiency. All human organoid experiments were performed with material from three independent donors except for the experiments shown in Fig. 3b, which used two independent donors.

R-spondin-1-transfected HEK293T cells were provided by C. Kuo. Cell lines were tested for mycoplasma and confirmed to be negative. To image organoids and ISC colonies, random representative non-overlapping images of organoids and colonies were acquired from each well using a Zeiss Axio Observer Z1 inverted microscope or LSM880 (Carl Zeiss) with a 20x/0.8NA objective. For size evaluation, the images were analyzed using ImageJ software version 1.52.

### Immunohistochemical staining

Formalin-fixed tissue sections were deparaffinized with SafeClear II (Fisher HealthCare), antigen retrieval was performed with sodium citrate buffer (Ventana Medical Systems) and sections were stained using VECTASTAIN Elite ABC HRP Kit (Vector Laboratories) according to the manufacturer’s instructions. Slides were incubated with anti-Ki67 (Cell Signaling, 1 μg/ml cat. #12202S) antibodies overnight, followed by a 60-minute incubation with biotinylated goat anti-rabbit IgG (Vector Laboratories cat. #PK-6101) at 1:200 dilution. Detection was performed with ImmPACT® AMEC Red Substrate, Peroxidase (HRP) (Vector Laboratories) according to the manufacturer’s instructions. Slides were counterstained with Hematoxylin QS Counterstain (Vector Laboratories), and coverslips were added with VectaMount® AQ Aqueous Mounting Medium (Vector Laboratories).

### Immunofluorescent staining

Immunofluorescent staining was performed at the Molecular Cytology Core Facility of MSKCC using a Discovery XT processor (Ventana Medical Systems). Formalin-fixed tissue sections were deparaffinized with EZPrep buffer (Ventana Medical Systems), antigen retrieval was performed with CC1 buffer (Ventana Medical Systems), and sections were blocked for 30 min with Background Buster solution (Innovex). After blocking with Background Buster solution (Innovex), the sections were followed by avidin-biotin blocking for 8 min (Ventana Medical Systems). To perform staining, sections were incubated with anti-c-Myc (Abcam, 1 μg/ml cat. #ab32072) for 5 h, followed by a 60 min incubation with biotinylated goat anti-rabbit IgG (Vector labs cat. #PK-6101) at 1:200 dilution. The detection was performed with Streptavidin-HRP D (part of DABMap kit, Ventana Medical Systems), followed by incubation with Tyramide Alexa-488 (Invitrogen, B40953) prepared according to the manufacturer instructions with predetermined dilutions. After staining, slides were counterstained with DAPI (Sigma Aldrich, 5 μg/ml) for 10 min and coverslipped with Mowiol.

### 3-D imaging

Mouse small intestines were fixed for 3-D imaging by paraformaldehyde (4%) perfusion. The fixed tissues were immersed in 2% Triton-X 100 solution for permeabilization. Prior to staining, tissues were blocked with the blocking solution. Small intestine tissues were incubated with primary antibodies at 1:100 dilution. The primary antibodies used were anti-Olfm4 (Cell Signaling Technology, cat# 39141) and anti-c-Myc (R&D Systems, cat# AF3696). Alexa-Fluor-647-conjugated donkey anti-rabbit antibodies and Alexa-Fluor-546-conjugated donkey anti-goat antibodies (1:250, Invitrogen cat# A-31573 and A-11056) were used as secondary antibodies to reveal the immunopositive structure. Tissues were then incubated with DAPI (20 μg/ml, Invitrogen) to label nuclei. Finally, labeled specimens were immersed in FocusClear solution (CelExplorer, Hsinchu, Taiwan) for optical clearing before being imaged via confocal microscopy (Zeiss LSM 880). Amira 6.0.1 image reconstruction software (FEI) was used for 3-D processing and projection of the confocal images.

### Flow cytometry

For flow cytometry of small intestine organoid cells, organoids were dissociated using TrypLE (37 °C). After vigorously pipetting through a p200 pipette causing mechanical disruption, the crypt suspension was washed with 10 ml of DMEM/F12 medium containing 10% FBS and 2 kU/ml DNase1 and passaged through a 40 mm cell strainer.

DAPI and anti-Ki67 (1:50, BD Pharmingen cat# 561277) antibodies were used for intracellular staining for cell cycle analysis after fixation and permeabilization with a Fixation/Permeabilization kit (eBioscience) according to the manufacturer’s instructions. See Supplementary Table 1 for the full list of antibodies used in this study. Flow cytometry analyses were performed with an LSR-II or X-50 cytometer (BD Biosciences) using FACSDiva version 6.1.2. (BD Biosciences), and the data were analyzed with FlowJo software 9.9.4 (Treestar).

### Quantitative PCR

For quantitative (q)PCR, RNA was isolated from organoids after ex vivo culture or crypts isolated from BMT recipients. Extracted RNA was also stored at −80°C. Reverse transcriptase PCR (RT–PCR) was performed with a QuantiTect Reverse Transcription Kit (QIAGEN) or a High-Capacity RNA-to-cDNA Kit (Applied Biosystems) for mouse, and iScript cDNA Synthesis Kit (BioRad) for human samples.

For mouse genes, specific primers were obtained from Applied Biosystems: *Gapdh*: Mm99999915_g1; *Myc*: Mm00487804_m1; *Axin2*: Mm00443610_m1; *Irf1*: Mm01288580_m1; *Ccnd1*: Mm00432359_m1. Some primers were obtained from PrimerBank: *Gapdh* (ID 6679937a1), *Ccnd1* (ID 6680868a1). Other primers were obtained from ITD using published sequences or after primer-design with Primer3 as follows; *Paf*^39^: *Fw TGTGATCAGGTTGCAAAGGA and Rv TTCAGGCTGTCCCCT AAAGA*, *Irf1*_P1: *Fw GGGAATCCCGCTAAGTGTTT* and *Rv CTACCTCGACGAAGGAGTGG, Myc*_P1: *Fw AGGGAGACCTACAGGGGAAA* and *Rv CACACACACTCCAGCACCTC, Myc*_P2: *Fw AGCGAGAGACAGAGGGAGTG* and *Rv TCCAGAGCTGCCTTCTTAGG, Myc*_P3: *Fw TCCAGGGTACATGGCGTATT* and *Rv TCGGCTGAACTGTGTTCTTG, and* negative control: *Fw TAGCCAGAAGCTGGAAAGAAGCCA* and *Rv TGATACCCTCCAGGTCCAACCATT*.

For human genes, specific primers were obtained from Integrated DNA Technologies after primer-design with the NCBI nucleotide and primer blast databases and having checked them for effectiveness: *HP1BP3: Fw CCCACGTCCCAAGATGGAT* and *Rv CTGATGCACCACTCTTCTGGAA, MYC: Fw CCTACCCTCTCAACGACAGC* and *Rv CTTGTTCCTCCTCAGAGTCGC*, *CCND1: Fw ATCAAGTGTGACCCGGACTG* and *Rv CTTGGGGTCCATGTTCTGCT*.

cDNAs were amplified for mouse primers with TaqMan or SYBR master mix (Applied Biosystems) in QuantStudio 7 Flex System (Applied Biosystems) and for human samples with a SYBR master mix (BioRad) in a CFX96^TM^ Real-Time PCR Detection System (BioRad). Relative amounts of mRNA were calculated by the comparative Δ*C*t method with *Gapdh* as house-keeping gene for mouse samples and with *HP1BP3* for human samples.

### Chromatin immunoprecipitation

ISC colonies cultured for 7 days were treated with 1 ng/mL of IFNγ for 3 h. DNA and proteins were cross-linked for 8 min using 1% formaldehyde. Chromatin immunoprecipitation (ChIP) was performed as previously described^50,51^, using rabbit anti-STAT1 antibodies (Cell Signaling, cat# 9172) or rabbit IgG isotype antibodies (Cell Signaling, cat# 2729) at a dilution of 1:50. ChIP was performed on 95% of each sample, with the remaining 5% used as input. qPCR was performed on input and ChIP samples for indicated targets. The qPCR threshold cycle (CT) values from input samples were adjusted to 100% (CT-4.332), after which the % of input was calculated as 100 ×2^(*Adjusted Input CT – ChIP CT*)^. The difference (Δ) in the % of input of anti-STAT1 ChIP over isotype ChIP was then computed to determine enrichment of qPCR targets. Enrichment was controlled by qPCR and analysis of *Foxp3* in input and ChIP samples.

### IFNγ treatment in vivo

RiboTag experiments evaluating gene expression in Olfm4^+^ ISCs were performed as previously described^44^. Olfm4-Ribo mice were administered IFNγ (20 μg) or vehicle (PBS) via intraperitoneal injection twice, 24 and 48 h prior to tissue harvest. In addition, Olfm4-Ribo mice were administered tamoxifen (2 mg/mouse) to induce hemagglutinin labeling of ribosomes. The tamoxifen injection was performed 20 h prior to tissue harvest in order to restrict Cre-induced hemagglutinin expression to Olfm4^+^ ISCs^44^. The IFNγ dosing strategy was determined by reducing the amount of IFNγ that was administered in comparison to what has previously been shown to cause intestinal toxicity^24^. Based on mouse availability, Olfm4-Ribo mice were 2-9 months old at the time of analysis; IFNγ-treated mice were age-matched to PBS-treated controls for determining relative gene expression. Following harvest of the distal 10 cm of small intestine, and thus enriching for terminal ileum, the tissue was homogenized as previously described^44^, and hemagglutinin-labeled ribosomes were isolated using anti-hemagglutinin-labeled magnetic beads (Pierce Thermo Scientific; cat #88836). RNA was then purified from the isolated ribosomes for qPCR analysis of transcripts from Olfm4^+^ ISCs^44^.

### Statistics

No statistical methods were used to predetermine sample size. To detect an effect size of >50% difference in means, with an assumed coefficient of variation of 30%, common in biological systems, we attempted to have at least five samples per group, particularly for in vivo studies. All experiments were repeated at least once, unless otherwise stated. No mice were excluded from experiments.

Graphs indicate the mean and standard error of the mean (S.E.M.) for the various groups. Statistics are based on “n” biological replicates. All statistical tests performed were two-sided. For the comparisons of two groups, a t test or non-parametric test was performed. All analyses of statistical significance were calculated and displayed in comparison with the reference control group unless otherwise stated.

Statistical analyses of organoid numbers were based on individual wells. To account for intra-individual and intra-experimental variation as well, all ex vivo organoid experiments were performed at least twice with several wells per condition, and with sample material coming from at least two different mice or two different human donors. Statistics were calculated and display graphs were generated using Graphpad Prism version 10. P <.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Source data

Source data

## Data Availability

Graphical data generated in this study, including data presented as bar graphs, line graphs, or overlapping data points, have been included as raw data in the Source Data file. The single cell RNA sequencing data generated for this study have been deposited in the Gene Expression Omnibus under the accession number GSE276126. This study also utilized the publicly available dataset GSE83394. Source data are provided with this paper.

# Supplementary material for: STAT1 regulates immune-mediated intestinal stem cell proliferation and epithelial regeneration
**Source:** Nat Commun. 2025 Jan 2;16:138. doi: 10.1038/s41467-024-55227-5
**Supplement:** Supplementary file 1 — Supplementary Information

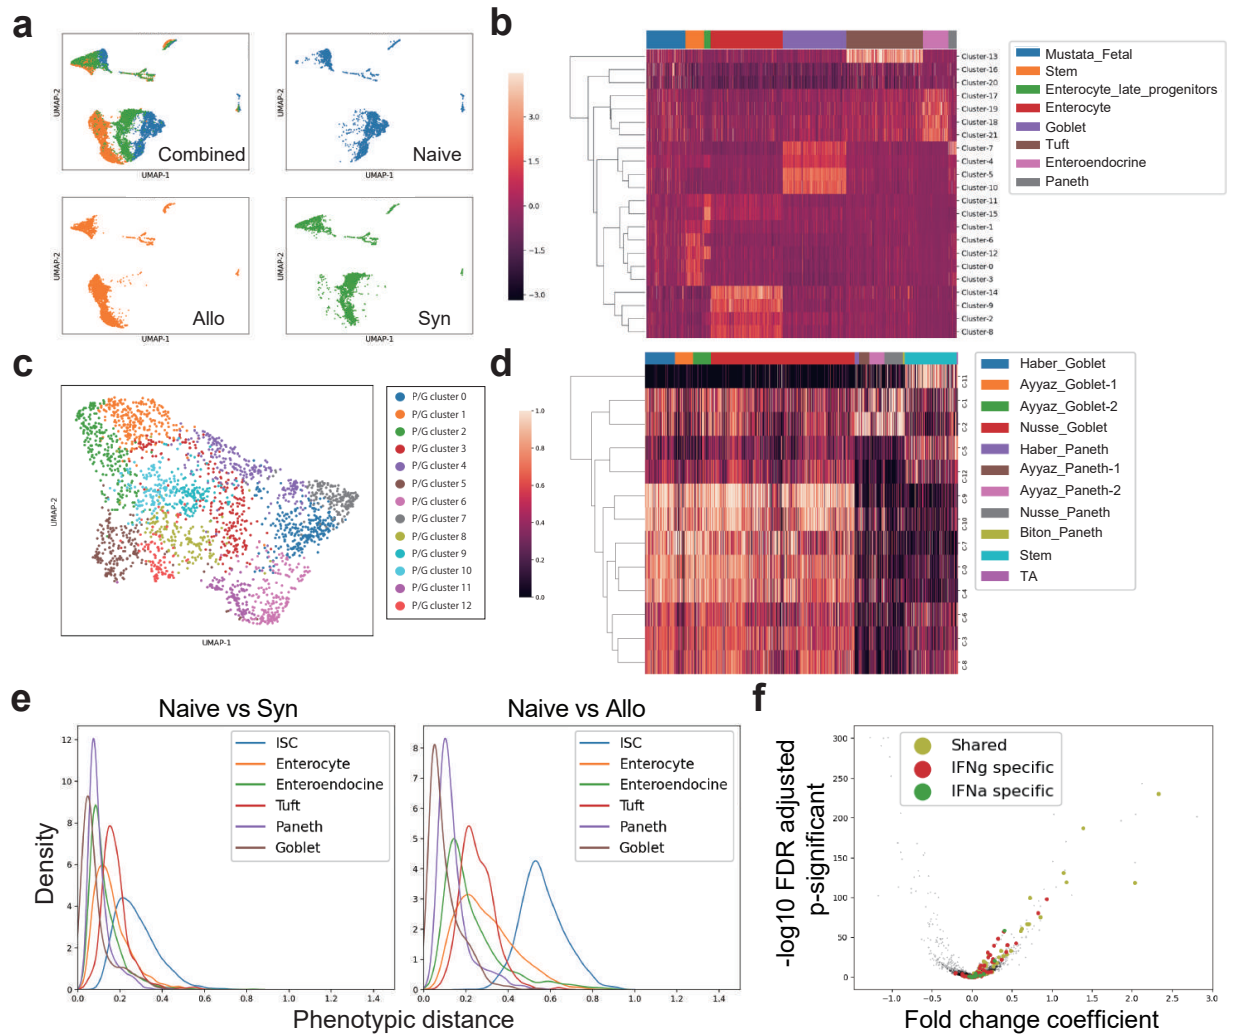

Supplementary Figure 1. Single cell RNA sequencing of intestinal crypts after MHC-mismatched allo-BMT. Ileal crypts were isolated from healthy B6 mice (Naive) or from transplant recipients five days after B6-into-B6 syngeneic (Syn) or B10.Br-into-B6 allogeneic (Allo) BMT, then analyzed by scRNA-seq. **a** UMAP indicating the experimental groups of origin for each cluster. **b** Expression heatmap of cell-type specific genes. **c** UMAP plots after sub-clustering of Paneth/goblet cell population (Original clusters 4, 5, 7 and 10). **d** Expression heatmap of cell-type specific genes in Paneth/goblet cell populations. **e** Histograms showing phenotypic distances between Naive and Allo populations (left) or Naive and Syn populations (right) in units of log-normalized gene expression. **f** Volcano plot showing IFN response genes and other differentially expressed genes in ISCs between Syn and Allo samples.

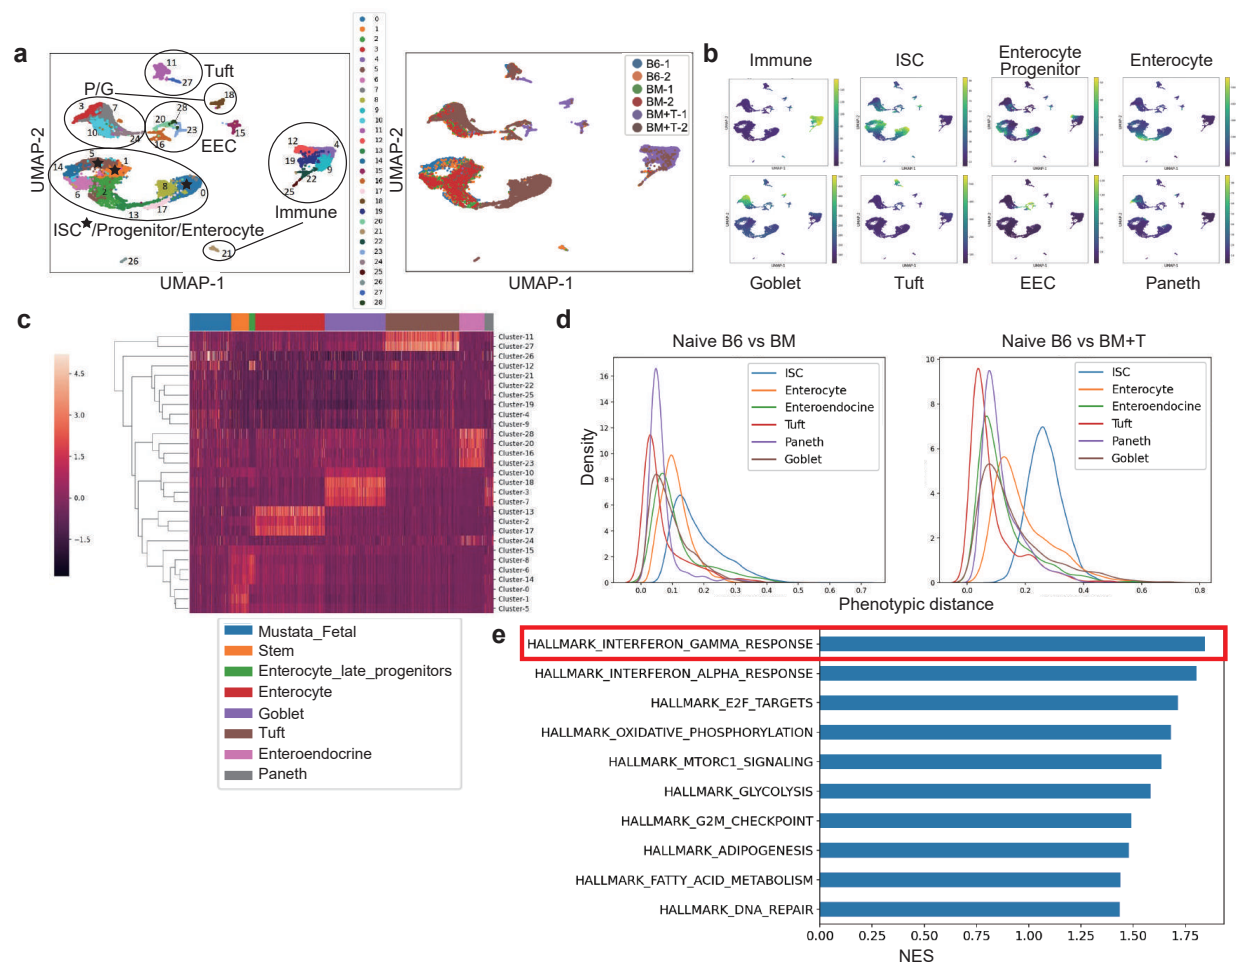

Supplementary Figure 2. Single cell RNA sequencing of intestinal crypts after MHC-matched allogeneic BMT. Small intestine crypts were isolated from healthy B6 mice (B6) or from LP-into-B6 MHC-matched BMT recipients, 10 days after receiving donor marrow alone (BM) or marrow and T cells (BM+T), then analyzed by scRNA-seq. **a** UMAP plots indicating distinct clusters (left) or the experimental groups from which each cluster is derived (right). **b** UMAP plots indicating gene expression profiles for cellular subtypes isolated from intestinal crypts. **c** Expression heatmap of cell-type specific genes. **d** Histograms showing phenotypic distances between B6 and BM samples (left) or B6 and BM+T samples (right) in units of log-normalized gene expression. **e** GSEA analysis of differentially expressed genes in ISCs from BM and BM+T samples; NES: normalized enrichment score.

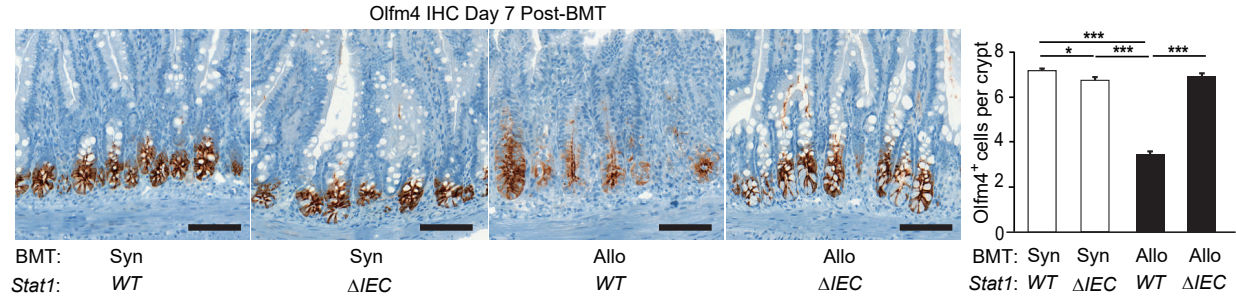

Supplementary Figure 3. ISC day 7 post-BMT. Allogeneic B10.Br-into-B6 (Allo) or syngeneic B6-into-B6 (Syn) BMT using *Stat1^{fl/fl}xVillin-Cre* (*Stat1^{ΔIEC}*) or Cre-negative *Stat1^{fl/fl}* (*Stat1^{WT}*) littermate controls. Ileum was harvested seven days post-BMT. Shown are representative staining and quantification of Olfm4⁺ ISCs (n = 417 Syn *Stat1^{WT}*, 312 Syn *Stat1^{ΔIEC}*, 1185 Allo *Stat1^{WT}*, 1049 Allo *Stat1^{ΔIEC}* crypts; scale bars = 50μm). Graphical data represent the mean and s.e.m.; comparisons performed with one-way ANOVA multiple comparison testing; Syn *Stat1^{WT}* vs Syn *Stat1^{ΔIEC}*, $p = 0.0435$; * $p < 0.05$, *** $p < 0.001$. The exact p -values are $p < 0.001$ unless specified otherwise.

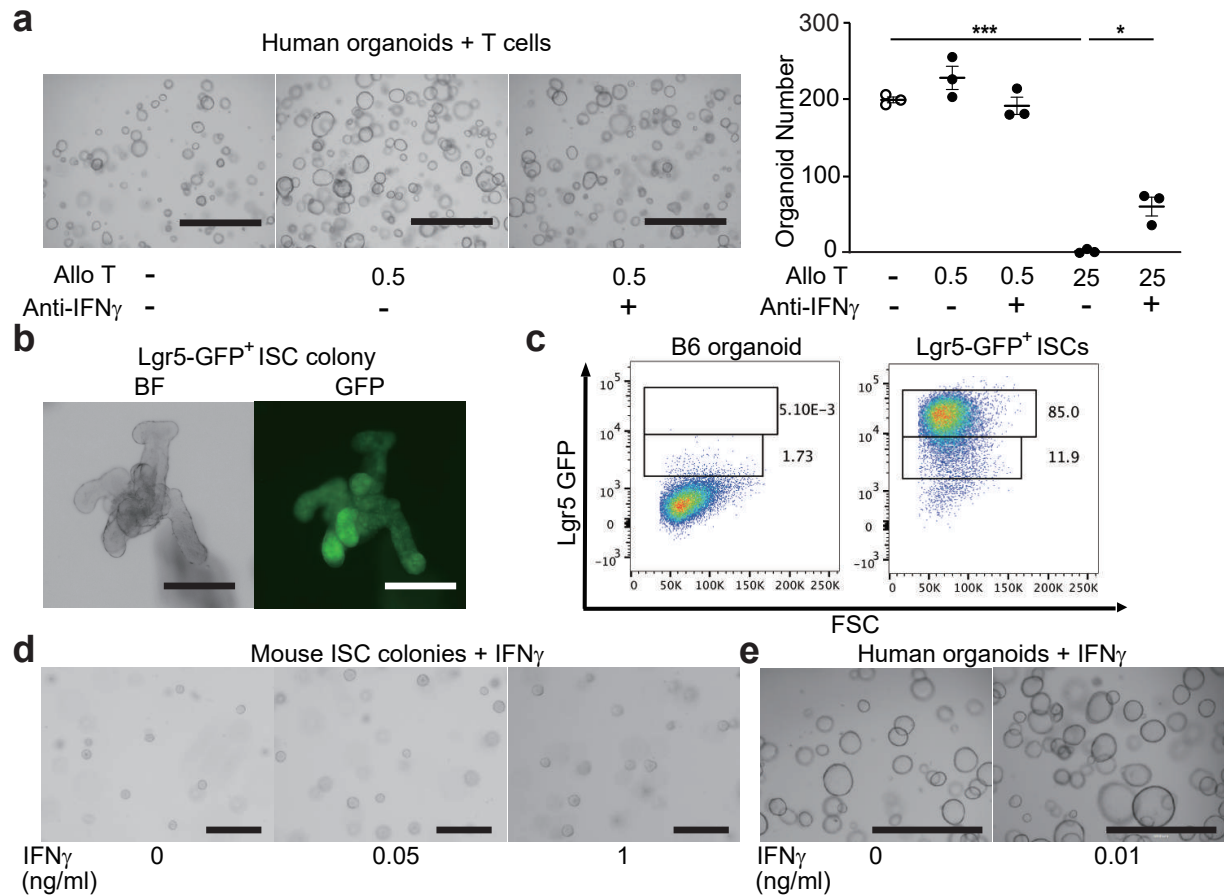

Supplementary Figure 4. T-cell-derived IFN γ stimulates mouse and human epithelial regeneration *ex vivo*. **a** Representative images and number of human duodenal organoids (passed from 500 organoids per well) cultured with human allogeneic T cells ($\times 10^3$ /well) +/- anti-IFN γ neutralizing antibodies (culture day 7, $n = 3$ wells per group); scale bars = 1000 μ m. Graphical data indicate the mean and s.e.m.; analyzed by one-way ANOVA multiple comparison testing; No allo T vs 25 Allo T, $p < 0.001$; 25 Allo T vs +anti-IFN γ , $p = 0.0153$; * $p < 0.05$, *** $p < 0.001$. **b** Representative Lgr5-GFP⁺ ISC colony images (culture day 6); left, bright field; right, GFP; scale bars = 200 μ m. **c** FACS analysis of Lgr5-GFP^{high} ISCs in negative control wild-type B6 SI organoids (left) and in SI ISC colonies (right); culture day 6. **d** Representative images of SI ISC colonies cultured with IFN γ for 3 days; scale bars = 200 μ m. **e** Representative images of human duodenal organoids cultured +/- IFN γ (culture day 7); scale bars = 1000 μ m. a-e are representative of two independent experiments.

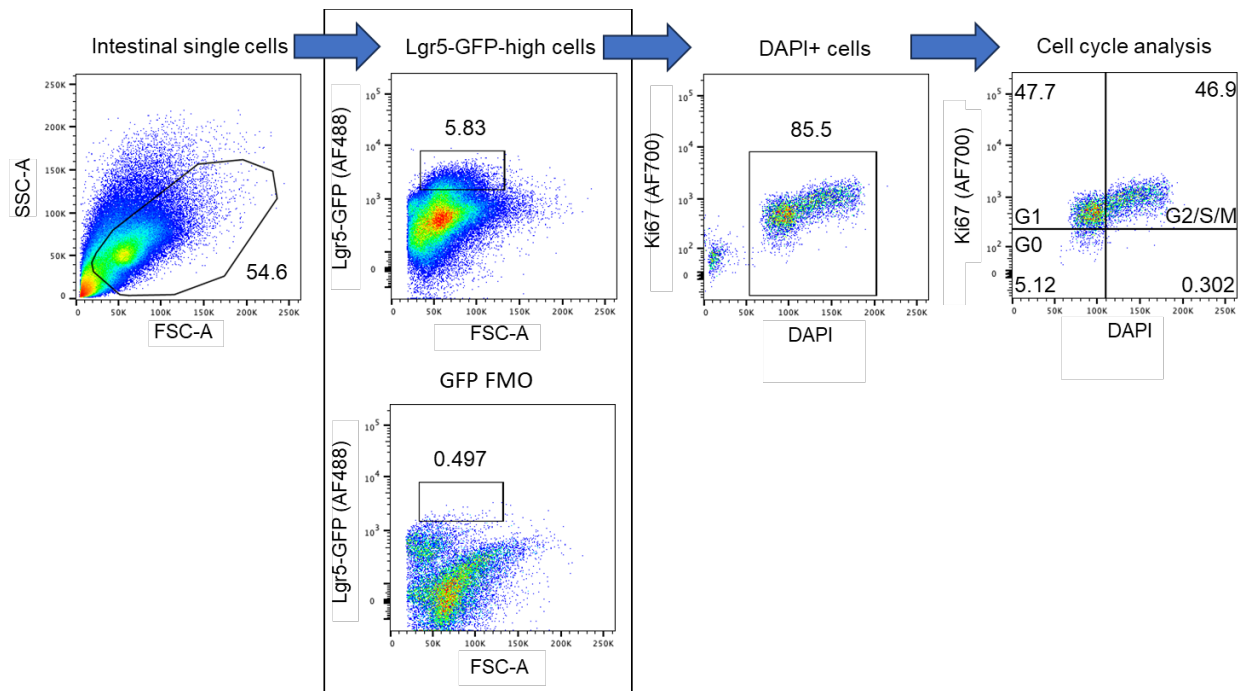

Supplementary Figure 5. Flow-cytometry-based cell cycle analysis. Analysis was performed after gating Lgr5-GFP^{high} cells and excluding DAPI⁺ cells. The GFP FMO panel indicates the GFP-negative “fluorescence minus one” control for setting the GFP^{high} gate.

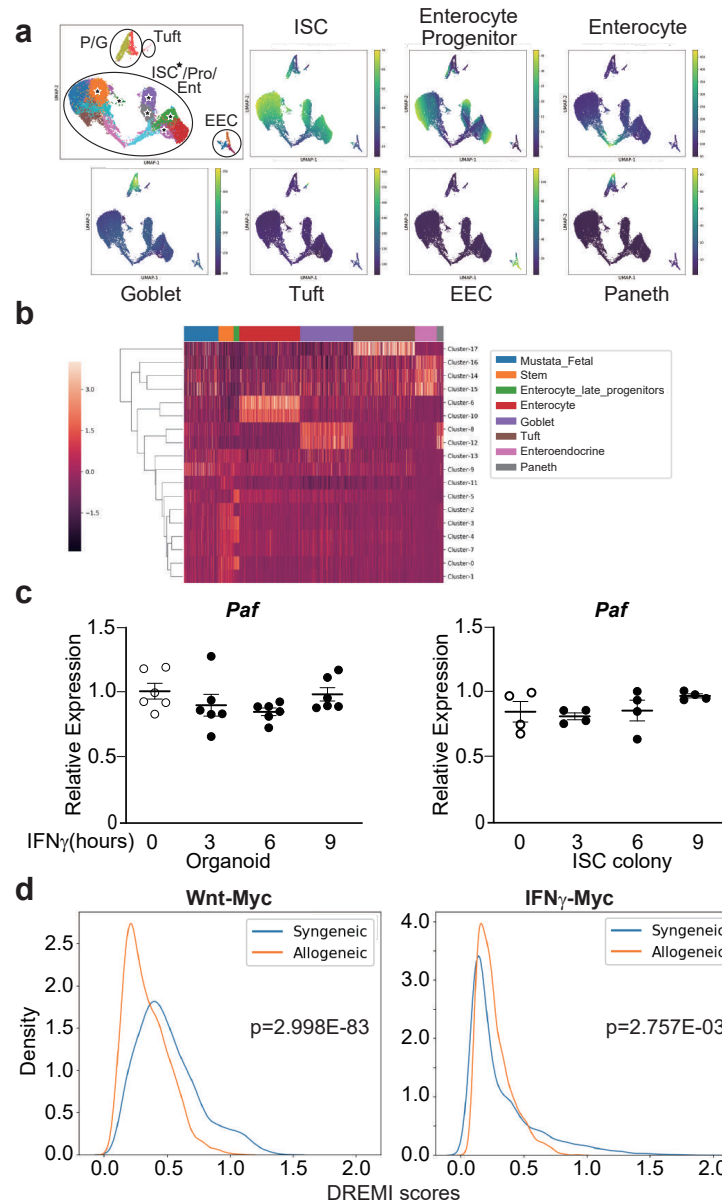

Supplementary Figure 6. Epithelial cultures exposed to IFN γ . **a-b** Single cell RNA sequencing of B6 SI intestinal organoids treated with IFN γ (0.05 ng/ml, culture day 5). **a** UMAP plots showing annotated clusters (upper left) and gene expression profiles for subtypes of intestinal epithelial cells. **b** Expression heatmap of cell-type specific genes. **c** *Paf* gene expression in mouse SI organoids (left, n = 6 wells/group) and ISC colonies (right, n = 4 wells/group) cultured with IFN γ (1 ng/ml). Graphical data indicate the mean and s.e.m. and are representative of two independent experiments. Kruskal-Wallis multiple comparison testing indicated no significant differences. **d** DREMI analysis demonstrating strength of gene-gene interactions between Myc and Wnt target genes and between Myc and IFN γ target genes based on scRNA-seq analysis of ISC clusters on

day 5 after B6-into-B6 syn-BMT or B10.Br-into-B6 allo-BMT, indicating greater association between Myc and Wnt pathway targets after syngeneic BMT (no GVHD) and greater association between Myc and IFN γ pathways targets after allogeneic BMT (GVHD setting); p -values computed using RankSum tests.

Supplementary Data 1. Differentially expressed ISC genes after allogeneic vs. syngeneic BMT.

(Separate File)

Supplementary Data 2. Genes correlating with *Stat1* expression in ISCs after allogeneic BMT.

(Separate File)

Supplementary Data 3. Wnt and Myc pathway gene associations in ISCs after syngeneic BMT.

(Separate File)

Supplementary Data 4. Wnt and Myc pathway gene associations in ISCs after allogeneic BMT.

(Separate File)

Supplementary Data 5. IFN γ and Myc pathway gene associations in ISCs after syngeneic BMT.

(Separate File)

Supplementary Data 6. IFN γ and Myc pathway gene associations in ISCs after allogeneic BMT.

(Separate File)

Supplementary Table 1. List of antibodies used.

**ANTIBODY**	**SOURCE**	**IDENTIFIER**
Donkey anti-Goat IgG (H+L) Cross-Adsorbed Secondary Antibody	Invitrogen	A-11056
Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody	Invitrogen	A-31573
Rat anti-IFN γ	Bio X Cell	BP0055
Mouse anti-CD3	Biolegend	300414
Mouse anti-CD28	Biolegend	302914
Mouse anti-IFN γ	eBioecience	16-7318-85
Mouse anti-Ki-67	BD Pharmingen	561277
Hamster anti-CD3	BD Pharmingen	553058
Hamster anti-CD28	BD Pharmingen	557393
Rabbit anti-c-Myc	Abcam	ab32072
Rabbit normal IgG	Cell Signaling	2729
Rabbit anti-Ki67	Cell Signaling	12202S
Rabbit anti-Olfm4	Cell Signaling	39141S
Rabbit anti-STAT1	Cell Signaling	9172
Goat anti-c-Myc	R&D systems	AF3696
Biotinylated goat anti-rabbit IgG	Vector Labs	PK-6101

# Supplementary material for: STAT1 regulates immune-mediated intestinal stem cell proliferation and epithelial regeneration
**Source:** Nat Commun. 2025 Jan 2;16:138. doi: 10.1038/s41467-024-55227-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Data 1. Differentially expressed ISC genes after allogeneic vs. syngeneic BMT.

Supplementary Data 2. Genes correlating with Stat1 expression in ISCs after allogeneic BMT.

Supplementary Data 3. Wnt and Myc pathway gene associations in ISCs after syngeneic BMT.

Supplementary Data 4. Wnt and Myc pathway gene associations in ISCs after allogeneic BMT.

Supplementary Data 5. IFNg and Myc pathway gene associations in ISCs after syngeneic BMT.

Supplementary Data 6. IFNg and Myc pathway gene associations in ISCs after allogeneic BMT.

# Supplementary material for: STAT1 regulates immune-mediated intestinal stem cell proliferation and epithelial regeneration
**Source:** Nat Commun. 2025 Jan 2;16:138. doi: 10.1038/s41467-024-55227-5
**Supplement:** Supplementary file 10 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	FACSDiva version 6.1.2. (BD Biosciences), Zen (Zeiss) version2.0, Gen 5 version 3.10 (Bio Tek)
Data analysis	FlowJO software version 9.9.4 (TreeStar), Graph Pad Prism version 10 (Graph Pad Software), ZEN software version 2.0 (Zeiss), QuantStudio™ Real-Time PCR Software version 1.7. (Thermo Fisher Scientific), ImageJ version 1.52, Panoramic Viewer version 1.15.3, Amira 6.0.1 image reconstruction software (FEI)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The single cell RNA sequencing data used in this study have been deposited in the Gene Expression Omnibus under the accession number GSE276126.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	In vitro experiments were performed with material from both male and female mice. Transplants using wild-type recipients were generally performed with female mice. Transplants using transgenic recipients were performed using a mix of male and female mice.
Reporting on race, ethnicity, or other socially relevant groupings	N/A
Population characteristics	Biobanked organoids from healthy donors were used. The donors were originally included in a biobanking protocol (details in methods section) when undergoing a clinically required diagnostic endoscopy procedure, only after written informed consent and institutional ethical committee approval. All healthy controls had been investigated for celiac disease, but were found to have normal histopathology. They consented for the establishment, maintenance and freezing of intestinal organoid lines and their use in laboratory studies investigating epithelial and inflammatory intestinal disease.
Recruitment	See above.
Ethics oversight	The protocol was reviewed and approved by the review board of the UMC Utrecht, the Netherlands (protocol STEM study, METC 10-402/K).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	At least three to five mice per group were used in each in vivo experiment. Three to four biological replicates defined by individual wells were used for in vitro analysis. The precise numbers of animals and wells are reported in the figure legends.
Data exclusions	This information is included in the Methods.
Replication	Experiments were repeated so that our data are typically based on two to three independent experiments. The precise number of repeats are reported in the figure legends.
Randomization	Genetically identical mice were purchased from the vendor, and then randomly distributed across different cages and groups by a non-biased technician who had no insight or information about the purpose or details of the experiment.
Blinding	See above.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☐	☒ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used All antibody information including clone numbers and company source are provided on the table in the Methods.

Validation All antibodies were validated according to the manufacture's instruction or relevant citations.

Eukaryotic cell lines

Policy information about [cell lines](#) and [Sex and Gender in Research](#)

Cell line source(s) This information is included in the Methods.

Authentication N/A

Mycoplasma contamination All the cell lines were tested Mycoplasma contamination, and the results were all negative.

Commonly misidentified lines
(See [ICLAC](#) register) N/A

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals This information is included in the Methods.

Wild animals N/A

Reporting on sex See Methods.

Field-collected samples N/A

Ethics oversight All animal experiments were performed in accordance with the guidelines of the Memorial Sloan Kettering Cancer Center (MSKCC) Institutional Animal Care and Use Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration N/A

Study protocol N/A

Data collection N/A

Outcomes N/A

Plants

Seed stocks	N/A
Novel plant genotypes	N/A
Authentication	N/A

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	This information is included in the Methods.
Instrument	LSR-II or X-50 cytometer (BD Biosciences)
Software	The data were collected with FACSDiva version 6.1.2 (BD Biosciences), and analyzed with FlowJo software version 9.9.4 (Treestar).
Cell population abundance	Sort-purification was carried out using FACSria cell sorter (BD Bioscience).
Gating strategy	The gating was performed as described previously (Takashima et al, Science Immunology, 2019). In brief, after gating single cell population in the FSC vs SSC plots and excluding DAPI+ dead cells and CD45+ cells, ISCs were identified as Lgr5-GFP high cells.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

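Messenger RNA was counted in single cells of 13 libraries made with the 10x Genomics 3′ v2 assay, in 3 experiments. The first compared ileal crypt cells of naive B6 mice and of syngeneic and MHC-mismatched allogeneic recipients on day 5 after transplantation, with 1 library each. The second compared crypt cells of normal B6 mice and of LP-into-B6 recipients of marrow without (BM) or with T cells (BM + T) on day 10, with 2 libraries each. The last compared small intestinal organoids without IFNγ and after 6, 24 or 48 h of IFNγ, with 1 library each. The authors aligned the reads to the mouse genome build mm10 and made the counts with SEQC at its default settings, which collapses UMIs per cell barcode and gene and filters barcodes, and they excluded cells with more than 20% mitochondrial UMIs. The version of SEQC is not given in the sources used here. The deposited values are raw UMI counts per gene and cell, which were checked to be whole numbers, with a column of cluster labels that was used only for comparison.

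In all, the libraries held 58035 barcodes and 662120266 UMIs. Of 20146 gene names, 19449 matched the GENCODE M21 annotation (GRCm38, the same assembly as mm10) and 697 did not. The depth per library ran from 14811653 to 95359124 UMIs and the median cell from 2951 to 15879.5 UMIs. At this depth a gene with 20 UMIs over the 2 sums compared has a wide counting interval, so genes were named by size only with at least 100 UMIs in the larger sum.

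Cells were processed after the paper's Methods, except for the limit on clusters low in RNA given below. The tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, scanpy 1.11.5, scikit-learn 1.9.0 and igraph 0.11.9. Genes in fewer than 16 cells were left out. Counts were scaled per cell and log-transformed, the 4000 most variable genes were reduced to 40 principal components, and cells were clustered by the Louvain method on a Jaccard graph of 30 nearest neighbours. First-pass clusters whose median UMI count lay below 0.1 of that of all cells were removed as low in RNA, and clustering was repeated. The paper gives no fixed limit and names a single cluster removed in the second experiment. There the limit used here removed clusters of 1367, 434, 206, 174 and 174 cells. Clusters were named from 10 classes of markers. A cluster could take the name of the class with the highest score if at least 3 of its markers were higher by 0.5 on the log2 scale than in other cells. Where fewer than 3 passed, the comparison was made with the mean of the other clusters instead. All 3 organoid ISC-like clusters were named in this weaker way. A cluster stayed unnamed where another class had more markers among its 10 leading genes, or as many without a clear lead in score. Clusters low in UMIs, and progenitor clusters, also stayed unnamed if none of their own markers was among these genes. Clusters led by at least 3 goblet and 3 Paneth markers were named Paneth/goblet-like. A progenitor cluster became immune-like if its leading genes against all libraries held more immune than progenitor markers. Doublets were not removed, since the paper names no such step, and Scrublet was run as an alternative. The distance between conditions was the mean cosine distance to the 15 nearest cells of the other condition. Values were imputed with MAGIC as described in the paper (t = 3, k = 30, ka = 10), and DREMI was computed on a grid of 60 points. Both were written anew, as were the clustering and the distances, since the authors' own code was not used here.

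In the 2 experiments with 1 library per condition the UMIs of a class were summed per library, and conditions were compared by the log2 ratio of CPM with 0.5 counts added and exact 95% intervals of counting error. Genes needed at least 20 UMIs over both sums. Where 1 sum was 0, a bound was computed from a floor of 3 counts over the sum. No test between conditions was made there. Medians of gene lists were set beside those of 10000 random lists matched on mean expression in 50 bins. Wherever random lists are used, they do not keep the correlation between the genes of a list. A shift that correlated genes share between libraries, whatever its source, can place their list outside the random range, so the percentiles describe and do not test. In the second experiment, counts summed over the cells of a class were fitted with edgeR 4.0.16 (glmQLFit and glmQLFTest, robust, TMM, filterByExpr) in R 4.3.3, and p-values were adjusted by the Benjamini-Hochberg method at 0.05. All libraries with at least 20 cells of the class entered the fit. Differences of Stat1 and Myc between classes were tested with limma 3.58.1, lists with camera (preset correlation of 0.01, and estimated) and fry, and DESeq2 1.42.0 was run as an alternative. For the transcription factors on the paper's scale, values are differences of mean per-cell log-transformed counts.

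The 20 gene lists were written from general knowledge or, for 3 of them, copied from the paper's supplementary tables. The Hallmark gene sets of the paper's enrichment analysis were not used here. The genes named in the text follow a rule fixed with the design. For each main comparison it takes the 15 largest increases and the 10 largest decreases, the genes that the paper names, up to 4 genes of the highest mean expression per list, the 5 largest changes among listed transcription factors and 8 leading genes of Supplementary Data 1, whose values had been seen in the paper's table. Genes without an official name were skipped. Genes that lead a cluster come from the cluster rankings.

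The computations were tested on simulated data. For ratios of allogeneic over syngeneic sums, 95.8% of the intervals over 10732 genes held the true ratio, and genes changed 2-fold and 4-fold had median log2 ratios of 1.018 and 1.999. Of 40 unchanged lists, 3 lay outside the middle 95% of random lists. These lists were drawn at random from independent simulated counts, so the check does not cover lists of correlated genes. For BM + T against BM, 64% of genes changed 2-fold and 97% of those changed 4-fold were recovered over 11640 genes, with 1.83% false among the calls, when the simulated spread followed the trend over all genes. When the spread differed from gene to gene, 24.5% of the calls were false. DREMI was 0.129 for independent values and 1.959 for closely dependent ones.

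In all, 22 alternatives were set with the design and 5 were added later. They changed the number of neighbours and components, the removal of clusters low in RNA and of doublets, the class assignment, the depth, the mitochondrial limit, the scaling, the count minimum, the tool and design of the fit, the libraries included, the measure of distance and the imputation. Not analysed here were reads, mouse survival, histology, organoid growth and the other measurements of the paper that are not single-cell counts.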

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

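The tests of a mislabelled sample and both tests of the surfactant genes were chosen only after the result was seen.

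The library labelled BM replicate 2 held 72.24% immune-like cells, against 0.72% in BM replicate 1, a signal in a library the paper does not describe this way, and its epithelial cells carried IFNγ genes. In goblet-like, EEC-like and tuft-like cells the median log2 ratio of the IFNγ response list over BM replicate 1 was 3.03, 2.40 and 2.10, at least 1.506 times that of the BM + T T0 library (2.01, 1.46 and 1.30). RNA of the library's T cells gives at most 18.12% of the Stat1 excess in these classes, which argues against it as the whole source. A mislabelled sample is a candidate explanation that the values allow, found and tested on the same data, and an immune response in that recipient stays open and untested. The library kept its label, and it had no ISC-like cells in the main setting.

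Lung surfactant genes had 11610 UMIs in the 6 libraries of the LP-into-B6 experiment (1252 to 2613 per library) and 0 to 2 UMIs per library elsewhere, a signal from genes the paper does not discuss. Barcodes with surfactant RNA numbered 54, where a barcode counts once in each library that holds it. Of these, 81.5% recur in another of the 6 libraries, against 3.29% of all 26387 barcodes counted the same way. This argues against lung cells in the crypt suspensions. As many as 6 distinct barcodes carry surfactant RNA in all 6 libraries, so reads of another library assigned to these libraries are a candidate explanation. Whether other genes carry such reads was not tested.

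Myc and Stat1 correlated across allogeneic ISC-like cells after imputation (r = 0.714) and hardly without it (r = 0.0316). The partial correlation given each cell's own total UMIs was 0.6278, 87.9% of r. Imputed values are averages over neighbouring cells, so this test cannot decide on depth that neighbours share. The correlation of counts corrected for counting noise was 0.375 (−0.352 to 1.162), too wide to decide, so a true correlation and imputation that shares values between neighbouring cells cannot be told apart. In syngeneic cells the corrected value was −0.028 (−0.48 to 0.348) where imputation gave 0.613. No biological explanation was tested.

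In the library labelled BM + T T10, 77.8% of the cells carried no class name and none was given an epithelial class, a signal in a library the paper does not describe this way.

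Genes of fetal-like or regenerative epithelium, which the paper does not discuss, had a median log2 ratio of 1.92 in allogeneic over naive ISC-like cells, with 9 of 11 genes higher.

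Antimicrobial genes, also outside those the paper discusses, had a median of 1.49 in allogeneic over naive ISC-like cells, with 13 of 14 listed genes higher. Free RNA can add to the level of members such as Reg3b and Reg3g. Against the cells of all libraries, the naive ISC-like cluster was led by genes that included the defensins Defa21, Defa22 and Defa29. The list therefore does not stand for all antimicrobial genes.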

How the results depend on the processing

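Of the alternatives below, the removal of the highest 5% of Scrublet scores, the fits without the doubted libraries (those labelled BM replicate 2 and BM + T T10), the fits of 4 libraries with classes from marker scores and the crossed pairing were added after seeing the data. Over the 218 results reported in the text and 2315 values under alternatives, 1747 were the same, 464 moved beyond their counting interval or 1.5 times, 24 lost and 6 gained their side of the test's threshold, and 74 reversed. Removing the cells that Scrublet marked left the 44 main comparisons computed with it on their side and within these limits. Fitting only the libraries of the 2 groups did so for the 8 it gave, and it gave no test for BM + T over BM, which has no residual degree of freedom there. The Scrublet removal took out few ISC-like cells, from 557 to 553 in the allogeneic library, so its result says little about doublets. The margin of ISC-like cells between B6 and BM + T (0.011 in the main setting) was negative in 4 alternatives, and ISC-like minus progenitor-like cells between syngeneic and allogeneic mice (−0.0056) was positive in 4. In the MHC-mismatched model the increase of the IFNγ response list over syngeneic cells ranged from 1.67 to 2.06, that of the ribosome biogenesis list from 0.36 to 0.55, that of the S phase list from 0.85 to 1.15, and the margin of the ISC-like distance over the next differentiated class from 0.0801 to 0.125 (syngeneic and allogeneic) and from 0.149 to 0.315 (naive and allogeneic). Depth limits the EEC-like, tuft-like and Paneth-like values and correlations without imputation. Where no cause is named below, the cause was not tested.

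With k = 15 neighbours, cells of the library labelled BM replicate 2 came into the ISC-like class. The IFNγ response list had 2.02 and S phase 1.15 (allogeneic over syngeneic), Myc −0.30 (syngeneic over naive in ISC-like cells) and −0.18 (allogeneic over syngeneic in progenitor-like cells), and syngeneic over naive medians turned to 0.23 for G2/M and 0.15 for lipid absorption. In organoids at 6 h the IFNγ response list had 1.72, ribosome biogenesis −0.0643, the Myc targets of the study −0.0791 and S phase −0.42, Myc had 0.32 at 6 h and 0.0526 at 24 h (−0.10 in enterocyte-like cells), and GTPases had 0.22 at 24 h over 6 h. The Stat1 correlation difference was −0.0288 for IFNγ response, −0.0853 for ribosome biogenesis and −0.166 for Myc targets, and r of Myc with Stat1 in naive cells was 0.0875. Correlations of log2 changes were −0.260 between the transplant models (−0.295 without interferon lists), 0.0472 (−0.0059) between allogeneic cells and organoids and −0.024 (−0.0438) between the LP model and organoids. For BM + T over BM, Stat1 had 0.50 (adjusted p = 1.00 from edgeR), and medians were 0.36 for IFNγ response, −0.15 for ribosome biogenesis, −0.14 for S phase and −1.07 for G2/M. edgeR called 0 genes higher and 0 lower in all 3 comparisons, with unadjusted p under 0.05 for 65 genes in BM + T over BM, 63 in BM over B6 and 54 in BM + T over B6. Without the doubted libraries 556 were higher and 441 lower in BM + T over BM, 1 was lower in BM than in B6, and the ribosome biogenesis median was 0.27. The syngeneic to allogeneic distance of ISC-like minus progenitor-like cells was 0.0041.

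With classes from marker scores, which placed cells of both doubted libraries in the ISC-like class, the LP model lost its direction. For BM + T over BM, Stat1 had −0.28 (−0.34 in progenitor-like cells), Igtp −0.35, Cd74 −0.18, Irf1 −0.42, Psmb8 −0.59, H2-D1 −0.64 and Bst2 −0.59, and medians were −0.18 for IFNγ response, −0.23 for MHC class II, −0.45 for MHC class I, −0.11 for GTPases, −0.58 for ribosome biogenesis, −0.55 for S phase and −0.30 for G2/M. edgeR called 4 genes higher and 0 lower in BM + T over BM (201 at an unadjusted p under 0.05), 11 and 0 in BM over B6 (209) and 23 and 0 in BM + T over B6 (244). Without the doubted libraries the counts were 152 and 95, 0 and 0 (1010 unadjusted) and 149 and 40. The distance margins of ISC-like cells were −0.0157 for BM and BM + T and −0.0138 for B6 and BM + T. Elsewhere Myc had 0.59 (allogeneic over syngeneic), and ISC-like cells exceeded the highest differentiated class in Myc by 0.69 in naive mice and by −0.22 in control organoids. Myc in enterocyte-like organoid cells had −0.32 at 24 h, and the IFNγ response list 4.11 at 6 h. The Stat1 correlation difference was −0.0659 for ribosome biogenesis and −0.158 for Myc targets, r of Myc with Wnt targets in syngeneic cells −0.0245, r between the transplant models 0.182 and between the LP model and organoids 0.229, and the syngeneic to allogeneic distance of ISC-like minus progenitor-like cells 0.0243.

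With low-RNA clusters kept, Stat1 had 1.82 and Myc 0.63 in ISC-like and −0.18 in progenitor-like cells (allogeneic over syngeneic), and Stat1 in ISC-like cells exceeded the next class by 0.18. In organoids at 6 h the IFNγ response list had 1.68, ribosome biogenesis −0.11, Myc targets −0.11, S phase −0.30 and Myc 0.31. At 24 h over 6 h GTPases had 0.89 and Myc 0.087, and Myc in enterocyte-like cells was −0.02 at 24 h. The Stat1 correlation difference was −0.0365 for IFNγ response, −0.232 for ribosome biogenesis and −0.297 for Myc targets, and correlations of log2 changes with organoids were 0.0899 (allogeneic) and 0.111 (LP). edgeR called 643 genes higher and 505 lower in BM + T over BM and 20 lower in BM than in B6. Distance differences were 0.0343 for ISC-like minus progenitor-like cells (syngeneic and allogeneic), and margins of 0.0465 (BM and BM + T) and −0.0207 (B6 and BM + T). With 20 principal components the IFNγ response list had 2.06 (allogeneic over syngeneic) and 3.69 (6 h), Myc in enterocyte-like organoid cells −0.68 at 24 h and −0.11 at 48 h, and the Stat1 correlation difference of ribosome biogenesis was 0.0892. edgeR called 66 higher and 18 lower in BM + T over BM, 0 and 0 in BM over B6 (716 unadjusted; DESeq2 in the main setting 13 and 0) and 84 and 10 in BM + T over B6. Distance differences were 0.0038 (syngeneic and allogeneic), −0.0078 (BM and BM + T) and −0.0227 (B6 and BM + T) for ISC-like minus progenitor-like cells, with a margin of 0.0618 for BM and BM + T.

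With each cell thinned to 2000 UMIs, which leaves out shallow cells and weights deep cells less, the IFNγ response list had 1.67 and Stat1 1.75, Myc 0.58 and Ifngr2 0.0335 (allogeneic over syngeneic), Stat1 in ISC-like cells exceeded the next class by 0.0524, and in organoids the IFNγ response list had 3.48 and Myc 0.51 at 6 h and 0.21 at 48 h. edgeR called 119 and 129 genes in BM + T over BM, 39 and 19 in BM over B6 and 148 and 103 in BM + T over B6, over fewer genes tested. Distance differences were −0.017 for ISC-like minus progenitor-like cells (naive and allogeneic) and a margin of 0.178 (BM and BM + T). Per-cell log2 values are smaller by construction, because 1 is added to each cell's count. They gave 0.87 for Stat1 and 0.31 for Myc (allogeneic over syngeneic), 0.27 for Stat1 in allogeneic ISC-like cells over the highest differentiated class, 0.25, 0.56 and 0.17 for Myc likewise in naive mice, allogeneic mice and control organoids, and 0.26, 0.11 and 0.10 for Myc at 6, 24 and 48 h. TMM scaling gave 1.78 for IFNγ response, 0.36 for ribosome biogenesis and −0.0223 for transcription factors (allogeneic over syngeneic), and 0.28 for ribosome biogenesis at 6 h. The IFNγ response list at 6 h had 3.31 with no minimum and 3.05 with at least 100 UMIs.

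A mitochondrial limit of 10% gave Stat1 correlation differences of 0.0478 for ribosome biogenesis and 0.0156 for Myc targets, r of Myc with Stat1 in naive cells of 0.0013, 137 higher and 128 lower genes in BM + T over BM, 1 and 0 in BM over B6 and 140 lower in BM + T over B6. Without the highest 5% of Scrublet scores BM over B6 had 10 and 0, and the naive r was 0.0177. With no filter on low counts, which tests more genes, edgeR called 533 and 418 in BM + T over BM, 81 and 47 in BM over B6 and 564 and 427 in BM + T over B6, against 238 and 227, 24 and 4, and 302 and 252 in the main setting. DESeq2 called 55 and 35, 13 and 0, and 81 and 22; its own filter left 2200 genes in BM over B6.

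Without imputation r of Myc with Stat1 was 0.123 pooled, 0.0226 in naive, 0.0169 in syngeneic and 0.0316 in allogeneic cells. In allogeneic cells Myc had r of 0.0 with S phase and 0.0235 with G2/M, the means of Myc targets and cell cycle genes had 0.555, and Stat1 correlation differences were 0.0195 for ribosome biogenesis and 0.0234 for Myc targets. With MAGIC at t = 1, r of Myc with Stat1 was 0.076 in naive, 0.255 in syngeneic and 0.363 in allogeneic cells, and the difference for IFNγ response was 0.162. Imputed within each library's ISC-like cells, r of Myc with Stat1 was 0.170 in naive and 0.438 in allogeneic cells. DREMI with lists from general knowledge differed by 0.122 for IFNγ. For BM and BM + T, distances without IFNγ response, MHC and GTPase genes gave a margin of 0.0358 and an ISC-like distance of 0.157. Equal cell numbers gave a distance of 0.427. For B6 and BM + T the margin was −0.0266 without those genes, −0.101 with k = 50 nearest cells, 0.0358 with k = 5, 0.138 with equal cell numbers (distance 0.419), 0.072 with k = 15 neighbours, 0.0332 with 20 principal components (distance 0.146), 0.0812 after thinning, 0.0062 with the mitochondrial limit and 0.110 without the highest 5% of Scrublet scores. For syngeneic and allogeneic mice, equal cell numbers gave an ISC-like distance of 0.453, and for naive and allogeneic mice −0.036 for ISC-like minus progenitor-like cells. Fitted on the libraries of the 2 groups, the Wnt target median for BM + T over BM was 0.0119.

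Leaving out libraries changed Stat1 in goblet-like cells for BM + T over BM from −0.58 (without BM replicate 1, adjusted p = 0.0125 from edgeR) to 1.94 (without BM replicate 2). The ISC-like margin between B6 and BM + T was 0.011 to 0.0937 (0.0937 without B6 replicate 1 and 0.0926 without B6 replicate 2), and that between BM and BM + T 0.111 to 0.118. For ISC-like genes, leaving out BM replicate 1 or the T0 library removes a whole group, leaving out a B6 library leaves no residual degree of freedom, and the libraries labelled BM replicate 2 and T10 have no ISC-like cells in the main setting, so no count is given. The sources used here do not state that the replicate numbers of B6 and BM mark a shared day or batch. With classes from marker scores, which gave both BM libraries ISC-like cells, the replicate block called 0 higher and 0 lower genes (117 at an unadjusted p under 0.05), the same 4 libraries without a replicate block 0 and 0 (89), and the crossed pairing 1 and 0 (129). The correlation of deviations between libraries of 1 number was −0.130.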

Differences from the paper's values

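Values without a sign, such as distances, are said to differ where one is more than 1.5 times the other, and correlations where they are further apart than 0.005. The paper's values from figures were read by eye, so values near these limits are not firmly sorted. The alternatives named were set before the data were examined, except the removal of the highest 5% of Scrublet scores.

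Between B6 and BM mice the ISC-like distance was 0.112, and the paper's is about 0.2 in Fig. 1e, read by eye. By the limit of 1.5 times, the values do not differ with k = 50 nearest cells (0.134), equal cell numbers (0.226), k = 15 neighbours (0.184), classes from marker scores (0.139) and thinning to 2000 UMIs (0.220). They differ with k = 5 nearest cells (0.0972), without IFNγ response, MHC and GTPase genes (0.115), without B6 replicate 1 (0.108) and without B6 replicate 2 (0.1204). The same holds without the library labelled BM replicate 2 or BM + T T10 (0.112 each). It also holds with 20 principal components (0.0544), low-RNA clusters kept (0.130), Scrublet doublets removed (0.110) and a mitochondrial limit of 10% (0.109). The paper's Supplementary Fig. 2d shows about 0.12 for the same pair, read by eye, from which 0.112 does not differ.

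Imputed Stat1 in naive ISC-like cells had a median of 0.128, and the paper's is about 0.2 in Fig. 1h, read by eye. All 6 alternatives run for it differ too (0.123 to 0.128).

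Across pooled ISC-like cells r of Myc with the IFNγ genes was 0.835, and the paper's is about 0.78 in Fig. 4c, read by eye. The IFNγ list here was written from general knowledge, so the values may rest on different genes. All 8 alternatives differ too: 0.647 with MAGIC at t = 1, 0.194 without imputation, 0.736 with k = 15 neighbours, 0.738 with 20 principal components, 0.757 with low-RNA clusters kept, 0.841 without Scrublet doublets, 0.743 with classes from marker scores and 0.840 with the mitochondrial limit. r of Myc with Stat1 was 0.832, and the paper's is about 0.78 in Fig. 4c, read by eye. It does not differ with k = 15 neighbours (0.777) and low-RNA clusters kept (0.779), and differs with MAGIC at t = 1 (0.625), without imputation (0.123), with 20 principal components (0.732), without Scrublet doublets (0.838), with classes from marker scores (0.742) and with the mitochondrial limit (0.840).

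In allogeneic ISC-like cells r of the mean of Myc targets with the mean of cell cycle genes was 0.862, and the paper's is about 0.95 in Fig. 4d, read by eye. All 9 alternatives differ too, from 0.555 without imputation to 0.909 with the mitochondrial limit. The tabulated list of targets is held in part. The paper used the Hallmark Myc target sets and the KEGG cell cycle pathway, whereas the cell cycle genes here were the S phase and G2/M lists. The values therefore rest on different gene sets, and the difference cannot be put down to processing.

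Irf8 in ISC-like cells, allogeneic minus syngeneic on the scale of log-transformed counts per cell, was 0.911, outside the interval of the paper's value of 0.825 in Supplementary Data 1. No alternative was run for this value. The paper's test took cells as replicates, and with 1 library per condition no test between samples was possible here.

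The paper states that Stat1 was the transcription factor with the strongest increase in ISCs. Stat1 came after Ciita and Batf2 by the ratio of summed counts (2.09 against 2.85 and 2.26) and after Irf8 by the per-cell difference (0.871 against 0.911). In the paper's table Stat1 is above Irf8. By the per-cell difference Stat1 was above Ciita (0.256).

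The paper states that ISCs had the strongest Stat1 increase among epithelial populations. By log2 ratio, EEC-like (2.86), Paneth-like (2.20) and tuft-like cells (2.16) were above ISC-like cells (2.09). The imputed difference that the paper plots was largest in ISC-like cells (0.830), as was the allogeneic level (162 CPM).

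The paper states that the correlations of Myc with IFNγ genes and Stat1 appeared with GVHD in particular. After imputation they had 0.757 and 0.613 within the syngeneic library, against 0.719 and 0.714 in the allogeneic and 0.111 and −0.078 in the naive library. Without imputation r with Stat1 was 0.0169 in syngeneic and 0.0316 in allogeneic cells, and corrected for counting noise it was −0.028 (−0.48 to 0.348) and 0.375 (−0.352 to 1.162), so the imputed values do not settle whether syngeneic cells have the correlation. The naive r with Stat1 was positive in 6 alternatives, up to 0.170, 1 of them (the highest 5% of Scrublet scores removed) chosen after seeing the values.

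The paper states a small effect of IFNγ on Myc in the enterocyte lineage. By log2 ratio at 6 h, enterocyte-like cells had 0.89 and ISC-like cells 0.81, while the imputed increase was smaller in enterocyte-like cells (0.187 to 0.302) than in ISC-like cells (0.387 to 0.592).

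The paper states that Myc in ISCs followed cell cycle genes. In allogeneic cells the mean of Myc targets did (0.862), while Myc itself had −0.0906 to S phase and −0.345 to G2/M genes (0.0 and 0.0235 without imputation). With S phase genes Myc had positive r in naive (0.402), syngeneic (0.326) and pooled cells (0.469). Mitotic genes also named the progenitor-like class, and replication genes led some of its clusters. The r with S phase and G2/M genes is therefore limited by how the ISC-like class was formed.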

Other observations

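No test or alternative in this part was added after the result was seen, but which values to report here was decided after seeing them.

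After syngeneic BMT, genes of fetal-like or regenerative epithelium were already higher in ISC-like cells than in naive mice, with a median log2 ratio of 0.75 and 8 of 9 genes higher. S100a6 had 20.5 CPM in naive, 82.2 CPM in syngeneic and 77.9 CPM in allogeneic cells, and Anxa2 and Krt7 had log2 ratios of 0.82 and 0.75 for syngeneic over naive. Allogeneic over syngeneic, the list had a median of −0.08 with 5 of 11 higher, while its member Ly6a, which interferons also induce, had 1.55 CPM in naive, 12.4 CPM in syngeneic and 224 CPM in allogeneic cells. Lipid absorption genes had −0.49 and oxidative phosphorylation genes −0.25 in syngeneic over naive cells, and the former turned to 0.15 with k = 15 neighbours.

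In organoid ISC-like cells, from 6 h to 24 h, MHC class II genes had a median log2 ratio of 3.08 (7 of 7 higher) and type I interferon genes 1.43 (23 of 24 higher), whereas guanylate-binding proteins and immunity-related GTPases had −0.40 (3 of 12 higher), which turned to 0.22 with k = 15 neighbours and 0.89 with low-RNA clusters kept. Cd74 had 0.53 CPM in control, 136 CPM at 6 h, 2346 CPM at 24 h and 2954 CPM at 48 h. G2/M genes had 0.77 from 6 h to 24 h (50 of 52 higher). The stem cell marker Olfm4 had log2 ratios of −0.72, −0.77 and −0.73 over control at 6, 24 and 48 h. The distance of ISC-like cells from control was 0.377 at 6 h, 0.667 at 24 h and 0.636 at 48 h.

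In ISC-like cells of the LP-into-B6 model, Myc had a log2 fold change of 0.21 in BM + T over BM (standard error 0.129, adjusted p = 0.404 from edgeR), with 38.8 and 39.8 CPM in the B6 libraries, 36.1 CPM in BM and 44.4 CPM in BM + T. Ribosome biogenesis genes had a median of 0.18, with 5 of 82 higher and none lower at an adjusted p under 0.05 (19 higher when adjusted over the list alone). For S phase 7 of 43 were higher (median 0.33) and for G2/M 6 of 52 (median 0.34), with none lower. The 3 medians turned to −0.15, −0.14 and −1.07 with k = 15 neighbours and to −0.58, −0.55 and −0.30 with classes from marker scores. With an estimated correlation, camera gave adjusted p = 0.479, 0.724 and 0.647 for the 3 lists.

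Changes in ISC-like cells after 6 h of IFNγ in organoids correlated with those of allogeneic over syngeneic cells at r = 0.462 over 10548 genes (0.371 without the interferon lists), and with those of BM + T over BM at r = 0.4702 over 11045 genes (0.210 without). With k = 15 neighbours these were 0.0472 (−0.0059 without the interferon lists) and −0.024 (−0.0438).

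In the T0 library 1581 cells formed most of an unnamed cluster whose leading genes included hemoglobin and MHC class II genes. Between the 2 B6 libraries, counts of ISC-like cells differed by a chi-square of 5.70 per degree of freedom, and goblet-like cells of the 2 libraries labelled BM by 37.7.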
